# Transcriptional repression by FACT is linked to regulation of chromatin accessibility at the promoter of ES cells

**DOI:** 10.26508/lsa.201800085

**Published:** 2018-06-13

**Authors:** Constantine Mylonas, Peter Tessarz

## Abstract

The conserved and essential histone chaperone, facilitates chromatin transcription (FACT), reorganizes nucleosomes during DNA transcription, replication, and repair and ensures both efficient elongation of RNA Pol II and nucleosome integrity. In mammalian cells, FACT is a heterodimer, consisting of SSRP1 and SUPT16. Here, we show that in contrast to yeast, FACT accumulates at the transcription start site of genes reminiscent of RNA polymerase II profile. Depletion of FACT in mouse embryonic stem cells leads to deregulation of developmental and pro-proliferative genes concomitant with hyper-proliferation of mES cells. Using MNase-seq, Assay for Transposase-Accessible Chromatin sequencing, and nascent elongating transcript sequencing, we show that up-regulation of genes coincides with loss of nucleosomes upstream of the transcription start site and concomitant increase in antisense transcription, indicating that FACT impacts the promoter architecture to regulate the expression of these genes. Finally, we demonstrate a role for FACT in cell fate determination and show that FACT depletion primes embryonic stem cells for the neuronal lineage.

## Abstract (precis)

Depletion of FACT in murine embryonic stem cells show mild changes on the nucleosomal landscape but widespread changes in the transcriptome, faster proliferation, and neuronal differentiation rates.

## Introduction

The basic functional unit of chromatin is the nucleosome consisting of around 147 bp of DNA wrapped around an octamer of histone proteins—two copies each of histones H2A, H2B, H3, and H4. In vitro, chromatinized DNA templates are refractory to transcription, suggesting that the nucleosome might provide a barrier for the elongating RNA polymerase. Using elegant biochemical fractionation assays coupled to in vitro transcription assays, facilitates chromatin transcription (FACT) was initially characterised as a factor that alleviated the repressive nature of chromatin in vitro (Orphanides et al, 1999). Meanwhile, it has been demonstrated that FACT can cooperate with all RNA polymerases in the cell and ensure both efficient transcription elongation and nucleosome integrity. Both FACT subunits are highly conserved across all eukaryotes with the exception of an HMG-like domain present in SSRP1 but absent in the yeast homolog Pob3. In yeast, an HMG domain protein named Nhp6 has been proposed to provide the DNA binding capacity of FACT (Formosa et al, 2001).

The molecular basis for FACT activity has long remained elusive. However, recent biochemical and structural studies are starting to elucidate how FACT engages nucleosomes (Winkler & Luger, 2011; Hondele et al, 2013; Hsieh et al, 2013; Kemble et al, 2015). Via its several domains, FACT binds to multiple surfaces on the nucleosome octamer and acts by shielding histone–DNA interactions. Initially, it was proposed that FACT would evict an H2A/B dimer from the nucleosome in front of the polymerase and then reinstate nucleosome integrity in its wake. However, other data suggest that this dimer replacement is not part of FACT function as it leaves the histone composition of the nucleosome intact (Formosa, 2012). Based on recent biochemical data (Hsieh et al, 2013), a model emerges in which RNA Pol II enters the nucleosome and partially uncoils the nucleosomal DNA. At the same time, FACT binds to the proximal and distal H2A/H2B dimer, and these FACT–dimer interactions facilitate nucleosome survival.

Although the genetics and biochemistry of FACT are relatively well understood, it is not known whether cell-type dedicated functions are conferred by this histone chaperone. Interestingly, genome-wide expression analyses across cell and tissue types implicate a role of FACT in maintaining an undifferentiated state. Depletion of FACT subunits leads to growth reduction in transformed but not in immortalized cells (Garcia et al, 2013), indicating that FACT is essential for tumour growth but not for proliferation of untransformed cells. Finally, FACT regulates the expression of Wnt target genes during osteoblast differentiation in mesenchymal stem cells and its deletion leads to a differentiation skew (Hossan et al, 2016). Taken together, these data suggested a more specific role for the FACT complex in undifferentiated cells as previously assumed.

Recent studies have demonstrated that RNA Pol II can transcribe in both sense and antisense directions near many mRNA genes (Kwak et al, 2013; Mayer et al, 2015). At these so-called bidirectional promoters, RNA Pol II initiates transcription and undergoes promoter-proximal pausing in both the sense (at the protein-coding transcription start site [TSS]) and antisense orientation (Kwak et al, 2013; Mayer et al, 2015). Divergent transcription is often found at mammalian promoters that are rich in CpG content, but lack key core promoter elements such as the TATA motif (Scruggs et al, 2015). A broader nucleosome free region (NFR) in the promoter region is often accompanied by divergent transcription, and can lead to binding of more transcription factors (TFs) resulting in higher gene activity (Scruggs et al, 2015).

Here, we have confirmed an indispensable role of FACT in undifferentiated cells based on the expression levels of both FACT subunits and, thus, chose mouse embryonic stem cells as a model to investigate how FACT might shape the transcriptome and maintain an undifferentiated state. To achieve this, we performed chromatin immunoprecipitation and sequencing (ChIP-seq) and RNA-seq to identify genes bound and regulated by FACT. To address at a mechanistic level how FACT might regulate transcription in embryonic stem (ES) cells, we combined this analysis with MNase digestion of chromatin coupled to deep sequencing (MNase-seq), assay for transposase-accessible chromatin using sequencing (ATAC-seq), and nascent elongating transcript sequencing (NET-seq). Using these approaches, we have identified a specific gene cluster comprising genes involved in embryogenesis/neuronal development that are up-regulated upon FACT depletion. In addition, we observed a concomitant increase in chromatin accessibility around the TSS, suggesting that maintenance of nucleosomes at this position by FACT is part of the mechanism how FACT impacts on the regulation of these genes. Finally, our data support a role of FACT in the maintenance of a pluripotent state by showing that its depletion leads to faster differentiation into the neuronal lineage.

## Results

### Occupancy of FACT correlates with marks of active gene expression

High expression of FACT has been associated with stem or less-differentiated cells (Garcia et al, 2011). Indeed, we were able to confirm that low FACT levels correlate with highly differentiated cell lines as opposed to stem and cancer cells (Fig S1A). In addition, differentiation of murine ES cells into terminally differentiated cardiomyocytes (Wamstad et al, 2012) reveals that FACT levels diminish throughout the course of differentiation (Fig S1B). Thus, we chose to explore how FACT contributes to the transcriptome of undifferentiated cells using mouse ES cells. 

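Mouse ES cells of the E14 line were cross-linked, and chromatin was precipitated with antibodies against SSRP1 or SUPT16, the subunits of FACT. There were 2 biological replicates for each subunit and 2 input libraries. The authors aligned the reads to mm10 with Bowtie2 and called peaks with PePr on the replicates of a subunit together, which gave 1 deposited peak list per subunit. They then assigned each peak to its nearest gene with ChIP-Enrich. The lists hold positions and assigned genes, with no heights and no values per replicate, so the depth of the libraries is unknown and no comparison between replicates was made. A region listed under more than 1 gene was counted as 1 peak. The SSRP1 list holds 10114 peaks assigned to 6501 genes, with a median length of 392 bp (294 to 21658 bp) and 6.22 Mb covered in all. The SUPT16 list holds 3855 peaks assigned to 3114 genes, with a median length of 280 bp (210 to 9590 bp) and 1.84 Mb covered. No peak ended beyond its chromosome in GRCm38, the assembly that mm10 names.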

Initially, we applied to mESCs a ChIP-seq assay to identify potential DNA-binding regions for both FACT subunits. Subsequently, we examined FACT co-enrichment with several other TFs, histone marks, and chromatin remodellers over the gene body area of all uniquely annotated protein-coding genes (*n* = 11,305). 

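The SSRP1 peak list was set beside the RNA-seq values of the 4 control libraries, as mean log2(value + 0.5) per gene. Of 15384 genes with a value, 5542 carried at least 1 SSRP1 peak by the nearest-gene assignment and 9842 carried none. The genes were ranked by control expression and divided into 4 classes of 3846 genes. The share of genes with a SSRP1 peak was 24.0% in the lowest class, 31.0% and 38.9% in the next classes, and 50.1% in the highest. The mean log2 expression was 5.08 for bound genes and 4.30 for unbound genes, a difference of 0.78 (two-sided permutation test across genes with 100000 resamples, p = 1e-05, the smallest they can give). Genes are not independent replicates, so this p describes the gene sets and not a variation between cultures. Of the alternatives tried, a definition of bound genes by peaks of both subunits (1956 genes) moved the difference most, to 1.13.

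**Figure D1:**
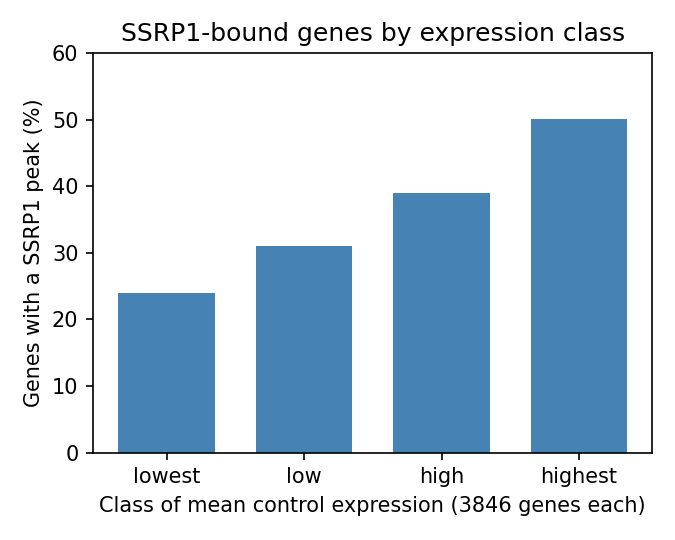
Share of genes with at least 1 SSRP1 peak (y axis, percent) in each of 4 classes of 3846 genes ranked by mean control expression (x axis, lowest to highest). The bars rise from 24.0% to 50.1%. The bars carry no error, as there is 1 peak list.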

High correlation scores were observed between SSRP1, SUPT16, H3K4me3, H3K27ac, and Pol II variants (Pol II S5ph and Pol II S2ph), confirming the role of FACT in active gene expression (Figs 1A and S1E). A good correlation was also observed between both FACT subunits and Chd1, in line with data demonstrating physical interaction and co-localization in mammalian cells (Kelley et al, 1999). However, only a moderate correlation was observed between FACT and H3K36me3 on a genome-wide level despite the fact that H3K36me3 directly recruits FACT to actively transcribed genes (Carvalho et al, 2013). We suspect that the strong enrichment of FACT subunits around the TSS might mask this potential correlation. Nevertheless, FACT subunits also co-localize to the gene body of actively transcribed genes and enrich towards the transcription end site, similarly to H3K36me3 (Fig S1C and D). Pearson's correlation among FACT and active marks remained elevated when we focused on promoter and enhancer regions (*n* = 19,461) (Fig 1B). Both subunits displayed very similar binding pattern to each other over the TSS of all the annotated genes and were tightly linked to H3K4me3 levels (Fig 1C).

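The positions of the peaks were compared between the subunits and with the TSS of the protein-coding transcripts of GRCm38 (GENCODE basic annotation). Of the SSRP1 peaks, 3780 (37.4%, 95% exact binomial interval 36.4 to 38.3%) lay within 1000 bp of a TSS. When every peak was placed at random inside its own gene locus, 1000 times, the mean share was 9.26% and the highest 10.3%. Of the SUPT16 peaks, 2205 (57.2%, interval 55.6 to 58.8%) lay within that distance, against a mean of 11.0% for random placements. A SSRP1 peak overlapped 1810 of the 3855 SUPT16 peaks by at least 1 bp (47.0%, interval 45.4 to 48.5%). In 20 random placements of the SUPT16 peaks the mean was 9.25% and the highest 9.96%. In the other direction, 1638 of the 10114 SSRP1 peaks (16.2%, interval 15.5 to 16.9%) overlapped a SUPT16 peak. The intervals cover counting error only. With peaks of at least 500 bp, which moved the share of SUPT16 peaks most, 639 of 1037 overlapped (61.6%). Among the genes with an RNA-seq value, 1956 of the 2865 genes with a SUPT16 peak also had a SSRP1 peak (68.3%), an odds ratio of 5.36 in Fisher's exact test. The paper derives a role of FACT in active gene expression from correlation scores of its subunits with H3K4me3, H3K27ac, and Pol II, which were not analysed here.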

**Figure S1.**
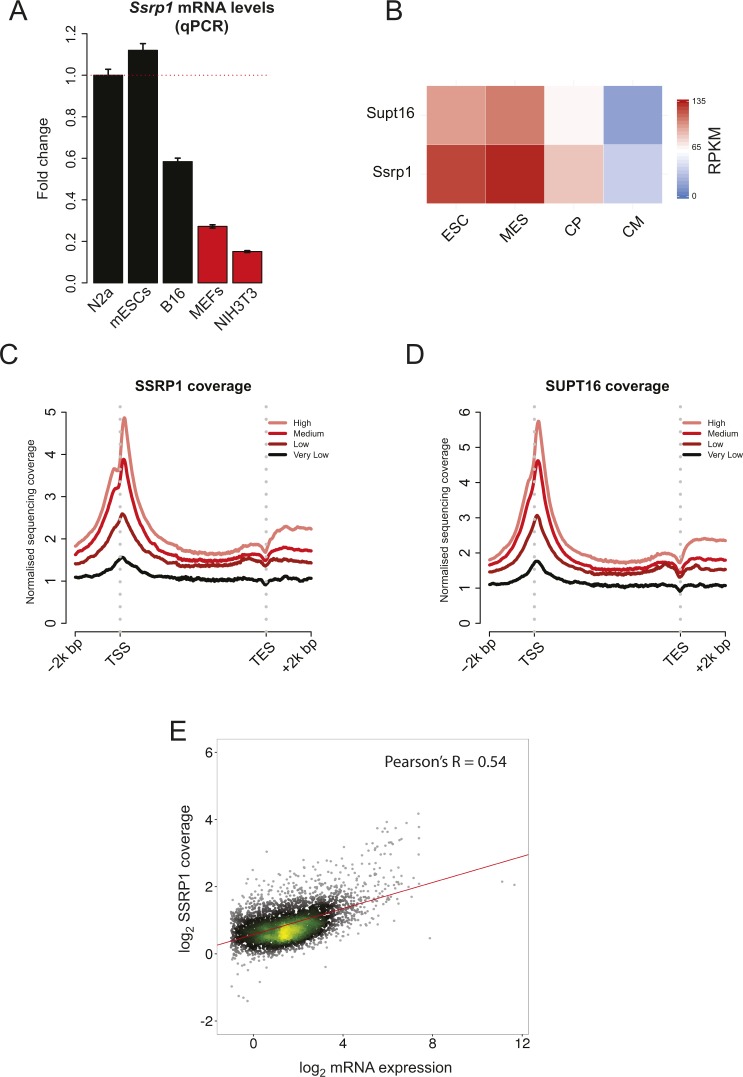
FACT correlates with active gene expression. **(A)** qPCR of *Ssrp1* levels among stem (mESCs), cancer (N2a and B16), and differentiated cell lines (MEFs and NIH3T3). Mean and SE of three biological replicates are shown. Data were normalised to *Gapdh* mRNA levels. **(B)** Heatmap assessing the mRNA levels (RPKM) of FACT (*Ssrp1* and *Supt16*) at different time points of differentiation of ES cells to cardiomyocytes (Wamstad et al, 2012). **(C)** Distribution of SSRP1 relative to the TSS (±2,000 bp) and the TES (±2,000 bp) for four different gene classes ranked by the level of RNA abundance (high, medium, low, and very low). **(D)** Same as (C) but for SUPT16. **(E)** Scatterplot of the log_2_ SSRP1 coverage versus log_2_ mRNA expression. ESC, embryonic stem cells; MES, mesodermal cells; CP, cardiac precursors; and CM, cardiomyocytes.

**Figure 1.**
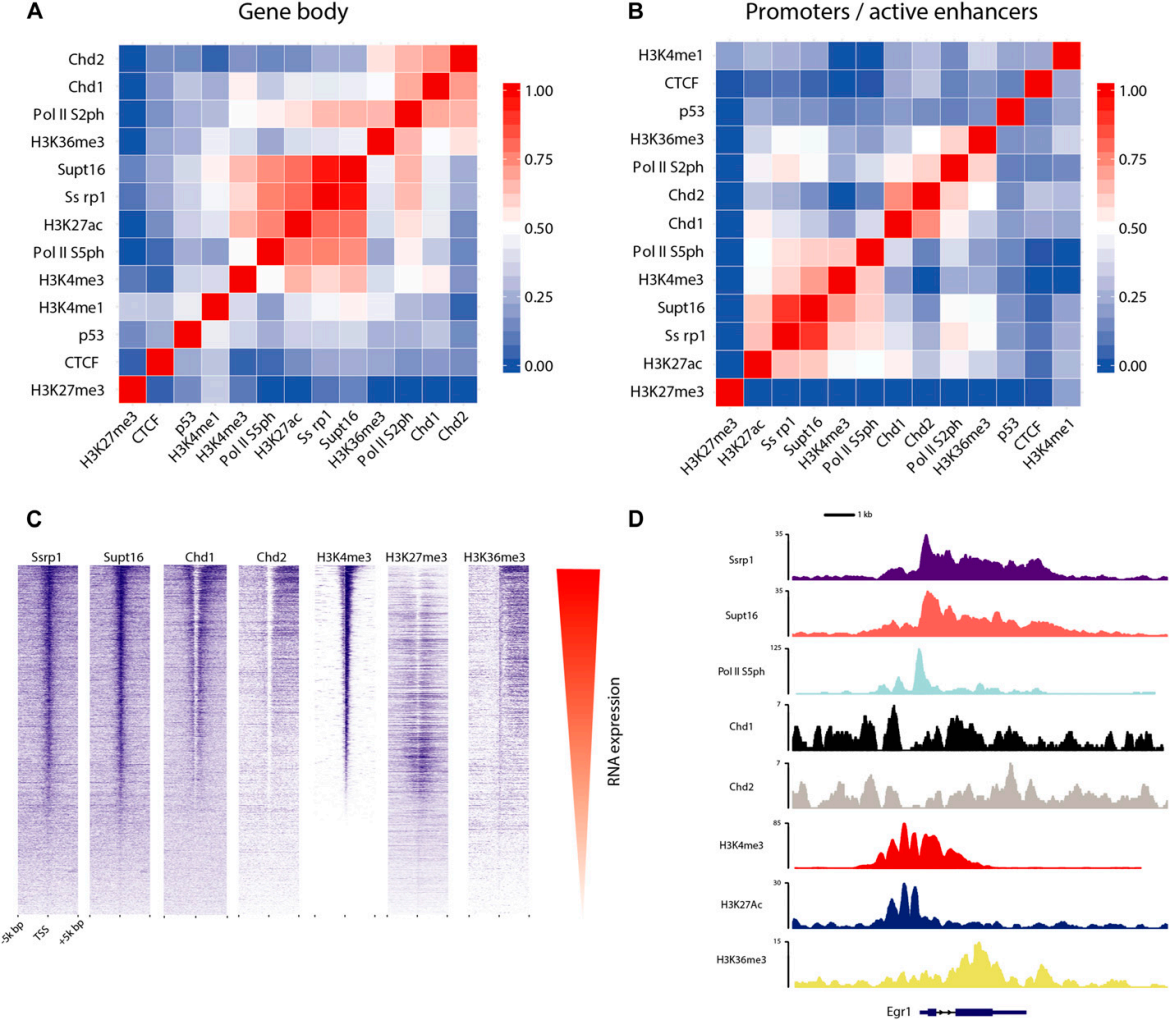
Correlated occupancies across FACT-bound regions. **(A)** Heatmap representing Pearson's correlation between FACT subunits (SSRP1 and SUPT16) and other factors over the gene body area of all uniquely annotated protein-coding genes (*n* = 11,305). **(B)** Same as (A) but for promoter/active enhancer regions (*n* = 19,461) characterized by high H3K27ac and/or Pol II density. **(C)** Distribution of FACT and other factors (ChIP-seq tags indicated in blue) over the TSS of 11,305 unique RefSeq genes, sorted by H3K4me3 levels. Coinciding RNA expression levels are shown in red. **(D)** Distribution of several ChIP-seq datasets over a single gene (*Egr1*).

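*Egr1* lies on chromosome 18 of mm10 from 34861207 to 34864956 and carries 1 peak of each subunit in the authors' lists. The SSRP1 peak runs from 34860071 to 34865754 (5684 bp) and covers the TSS at 34861207 and the whole gene. The SUPT16 peak runs from 34861051 to 34864550 (3500 bp) and also covers the TSS and exonic sequence. The RNA-seq value of *Egr1* in control mESCs was 6.48 ± 2.12 (SD, n = 4 libraries).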

### Regulation of gene expression by FACT

To investigate how FACT orchestrates transcriptional regulation in mESCs, we depleted SSRP1 levels using short hairpin RNAs (shRNA; Fig S2A). Importantly, this also led to a simultaneous depletion of SUPT16 levels as assessed by mass spectrometry (Table S6). This interdependence of the two FACT subunits has been observed before (Garcia et al, 2013). Surprisingly, we observed an increase in mESC proliferation following *Ssrp1* knockdown (KD) as measured by proliferation rate via metabolic activity measurement (MTT) cell proliferation assays using independent shRNAs (Figs 2A and S2B). This is in contrast to previously published data from tumour cell lines, in which proliferation rates decrease, and also from terminally differentiated cells, where FACT depletion has no effect on proliferation (Garcia et al, 2013). 

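mESCs were transfected with control vectors or with shRNA vectors against *Ssrp1*, and, 48 h after transfection, selected with puromycin (2 μg/ml) for a further 24 h. Total RNA was depleted of ribosomal RNA before library preparation. The labels of the samples name 2 such sets, each of 4 control and 4 KD libraries, and only 1 of the sets with spike-in RNA added. The deposited values per library are those of the spike-in set, and all values per library below come from it. The authors' deposited table of KD against control gives a fold change per gene without values per library. It was set beside as theirs. By the methods, the authors aligned the reads to mm10 with STAR, counted them with featureCounts, kept genes above 1 CPM, normalised by TMM, and tested with limma. The file gives each library in a scaling to library size and in a scaling to the spike-ins. The values labelled as scaled to library size were used, as the methods state that scaling for all RNA-seq data of the article. The file holds 15384 genes, all above 1 in at least 4 of the 8 libraries.
Each value proved to be a whole multiple of what 1 read is worth in its library (100% of values within 0.1 read). The reads so recovered on these genes were 6680919, 4888173, 4602278, and 6391046 in control replicates 1 to 4 and 9433193, 19856032, 18262526, and 19615599 in KD replicates 1 to 4, with a median of 5639610 in control and 18939062 in KD. Low values are thus less precise in the control libraries. The values were tested as log2(value + 0.5) with limma and a mean-variance trend, so that a fold change understates the change of low genes. Genes were called at the thresholds of the paper's methods.
The targeted gene was examined first. *Ssrp1* (chromosome 2, 85037201 to 85047111) had values of 260.7, 229.8, 223, and 226 in control replicates 1 to 4 and 24.1, 26.4, 24.9, and 28.9 in KD replicates 1 to 4. Its log2 fold change was -3.15 (standard error 0.069, adjusted p = 1.18e-22 from limma with Benjamini-Hochberg adjustment), and it stayed between -3.20 and -3.09 with each library left out in turn. The mRNA of *Supt16* (chromosome 14, 52160419 to 52197239) was higher in the KD libraries, 504 ± 20.2 (SD, n = 4) against 319 ± 22.0 (SD, n = 4), a log2 fold change of 0.66. This rise depends on the scaling, since the log2 fold change of Supt16 was 0.03 under quantile normalisation. The authors' deposited table gives log2 fold changes of -3.53 for *Ssrp1* and 0.17 for *Supt16*.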

Subsequently, we sequenced the whole transcriptome (RNA-seq). 

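Of the 15384 genes tested, 4405 passed an absolute log2 fold change above 1 and an adjusted p below 0.01 (limma with Benjamini-Hochberg adjustment), 1242 of them higher and 3163 lower in the KD libraries. With each library left out in turn, between 4254 and 4635 genes passed. Of the alternatives tried, the adjusted p alone moved the total most, to 11192 genes, and the scaling to the spike-ins moved the split most, to 7394 higher and 1082 lower. The count models on recovered reads called 4711 genes (edgeR) and 4762 genes (DESeq2). The authors' deposited table, called at the same thresholds, holds the counts that label Fig 2B among its 14340 genes. Of the 14074 genes with a value in both sets, 563 were higher and 1088 lower in both, and 95 were called in opposite directions. Across these genes, which are not independent replicates, the log2 fold changes had a Pearson's R of 0.640 with those of the authors' deposited table.
By the rule fixed for naming genes, the largest rises were those of *Lefty1* (3.59), *Rnu3b2* (3.54), *Rnu3b1* (3.53), *Rnu3b4* (3.51), and *Rnu3a* (3.51), as log2 fold changes. The *Rnu3* genes are near-identical copies of U3 snoRNA whose reads can be split between them, so their single values are uncertain. The largest falls were *4930467E23Rik* (-6.73), *Gm21119* (-6.63), *Flg* (-6.13), *Muc5b* (-5.18), and *Csmd2* (-4.75). The first pair are near-identical copies on chromosome 8 and equally uncertain. The annotated exons of *Flg*, *Muc5b*, and *Csmd2* span 8413, 14963, and 13731 bp, and long genes of low expression lay lower in the KD libraries as a class, with a median log2 fold change of -1.995 in the longest.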

In total, we characterized 3,003 differentially expressed genes: 1,655 down-regulated and 1,348 up-regulated (Fig 2B). 

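9 gene lists written before the data were examined were tested on the library-size values with limma's fry, with Benjamini-Hochberg adjustment over the lists. They are not the gene ontology terms of the paper, and several members had been seen in Table S1, so those members are not independent evidence. For development, the 12 measured genes of the mesoderm and endoderm list had a median log2 fold change of -1.46 (FDR = 1.02e-05), and each of them was lower in KD. The size of this fall depends on the scaling, as other scalings run after the data were seen show. Under quantile normalisation the median was -0.64 with 3 genes higher in KD (FDR = 5.03e-04). With the scaling to the spike-ins it was -0.54 and the list did not pass (FDR = 0.0903). In the list of epithelial and trophectoderm genes (17 measured) the median was -0.69 (FDR = 8.64e-06). The 16 measured neural progenitor and neuron genes went both ways, with 6 higher in KD and a median of -0.47 (FDR = 0.893). This result depends on the scaling. Under quantile normalisation, run on the lists after the data were seen, the test pointed up (median 0.038, FDR = 0.00138). Under TMM scaling it stayed down (FDR = 0.791). TMM scaling moved the median log2 fold change of all genes only from -0.035 to -0.048, so it is hardly a separate alternative. For metabolism, the 24 hypoxia and glycolysis genes had a median of 1.31 (FDR = 2.16e-07), and 21 of them were higher in KD. The 31 proteasome subunits rose by a median of 0.65 (FDR = 9.13e-06), and 30 of them were higher. Under quantile normalisation their median was smaller, at 0.14 with 20 higher (FDR = 2.58e-04). Pluripotency genes (21) rose by a median of 1.05 (FDR = 1.57e-08), and Nodal signalling genes (10) by 0.74 (FDR = 8.19e-08). Of 20 p53 targets, 6 were higher, with a median of -0.41 (FDR = 3.52e-04). For the 13 measured interferon response genes the test pointed down (FDR = 5.35e-04) and the mean was -0.35, but the median was 0.16.
In the authors' deposited table of KD against control, the median of the mesoderm and endoderm list is -0.11, with 5 of 11 genes higher in KD, and that of the neural list is 1.251, with 11 of 15 higher. The same deposited table of the authors gives medians of -1.55 for the epithelial and trophectoderm list, 1.21 for hypoxia and glycolysis, 0.16 for the proteasome, 1.12 for pluripotency, 0.61 for Nodal signalling, -0.95 for p53 targets, and 0.28 for the interferon response.
Past both thresholds of the gene-level test were 9 genes of the mesoderm and endoderm list, 8 epithelial and trophectoderm genes, 18 hypoxia and glycolysis genes, 11 pluripotency genes, 10 neural genes, 6 p53 targets, 6 interferon response genes, 4 Nodal signalling genes, and 2 proteasome subunits. Adjusted over the list alone, each of these counts was the same. Under camera with its preset correlation, 7 of the 8 lists past an FDR of 0.05 kept that call, and the interferon list did not (FDR = 0.925). With the correlation between genes estimated, only the pluripotency list passed (FDR = 0.0155), which was the alternative that moved the lists most.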

Down-regulated genes were overrepresented for pathways involved in development, whereas up-regulated genes were involved in metabolic processes and positive regulation of proliferation (Fig 2C), indicating that the change in the transcriptome accounts for the faster proliferation rates. These results suggest that FACT impacts developmental processes and negatively controls cell proliferation in mES cells by controlling gene expression patterns. A low correlation (Pearson's *R* = 0.11) was observed between the coverage of SSRP1 (ChIP-seq) and the gene fold change (RNA-seq) of those genes in the *Ssrp1* KD (Fig 2D), indicating that FACT binding alone is not a predictor for gene expression changes. 

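Coverage was taken as the length of the gene locus under SSRP1 peaks, since the coverage values of Fig 2D were not analysed here. Over 5541 genes with such a length, Pearson's R between its log2 and the log2 fold change was 0.106 and Spearman's rho 0.109. These are correlations across genes, which are not independent replicates. Pearson's R was 0.0860 with the fold changes of the authors' deposited table and 0.248 with the peak-covered share of the locus, which moved it most. Of the 1242 genes called higher in KD, 554 (44.6%) carried a SSRP1 peak, against 35.3% of the other genes tested (odds ratio 1.48, p = 8.76e-11, Fisher's exact test, two-sided). Of the 3163 genes called lower, 774 (24.5%) carried one, against 39.0% of the others (odds ratio 0.506, p = 2.19e-54, Fisher's exact test). As bound genes are more highly expressed, the comparison was repeated within classes of mean expression (Mantel-Haenszel test, two-sided). The odds ratio was then 1.12 (p = 0.0685, n = 15384 genes) for the genes called higher, no longer separated from 1, and 0.832 (p = 4.75e-04) for those called lower. From the low correlation, the paper concludes that FACT binding alone does not predict a change in gene expression, and from its findings together that FACT can act directly as an enhancer or a repressor of transcription.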

Taking these findings together, FACT can work directly as an enhancer or repressor of transcription in mES cells.

**Figure S2.**
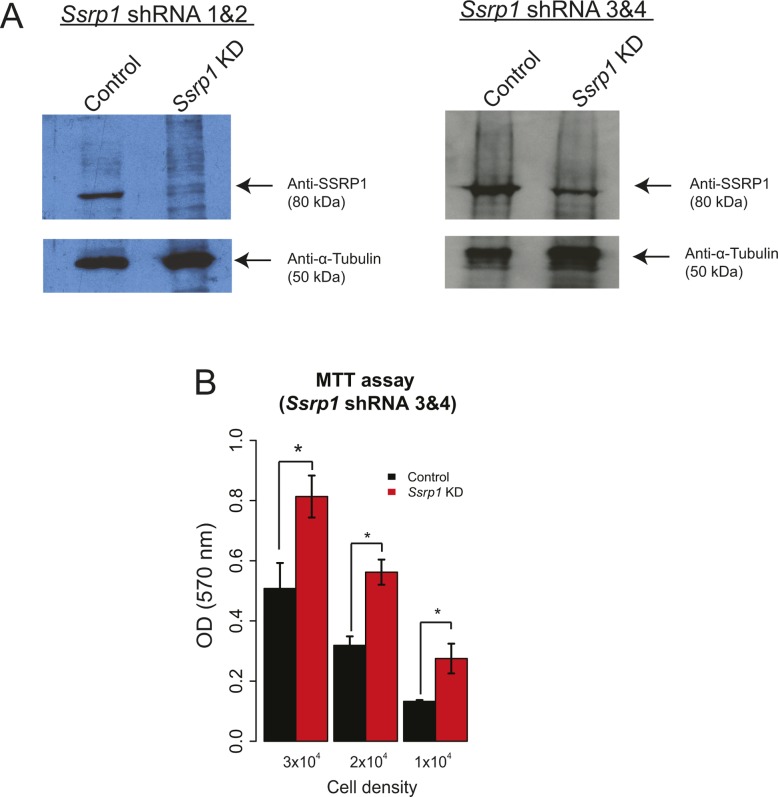
FACT depletion promotes increased proliferation rate in mESCs. **(A)** Western blots after transfection of mESCs with different combinations of *Ssrp1* shRNA vectors (shRNA 1 and 2 or shRNA 3 and 4). Anti-α-tubulin was used as a reference. **(B)** MTT assay following transfection with *Ssrp1* shRNA 3 and 4 vectors. Values are mean and SE of three independent transfection experiments are displayed. Significance was calculated via a two-tailed *t test* (*P < 0.05).

**Figure 2.**
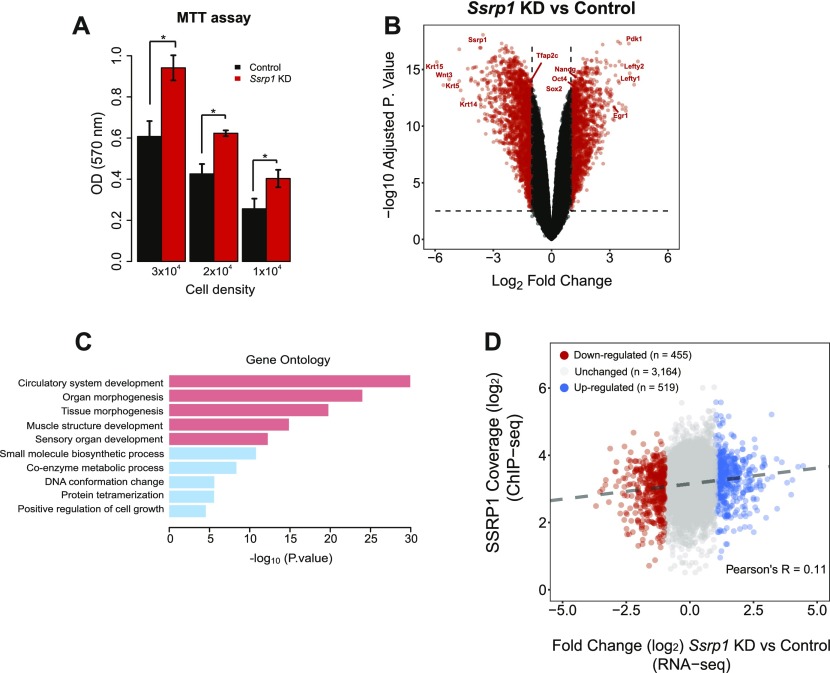
Regulation of gene expression by FACT. **(A)** MTT assay assessing cell metabolic activity in mESCs at different cell densities following depletion of FACT levels. Values are mean and SE of three independent transfection experiments are displayed. Significance was calculated via a two-tailed *t* test (*P* < 0.05). **(B)** Volcano plot of differentially expressed genes between the control and KD group. Values with logFC > 1 or logFC < −1 and adjusted *P*-value < 0.01 are highlighted in red. **(C)** Gene ontology analysis of all differentially expressed genes (red: pathways for down-regulated genes and blue: pathways for up-regulated genes). **(D)** Scatterplot of log (SSRP1 coverage) (ChIP-seq) over logFC (RNA-seq). Numbers for up-, down-, and non-changing genes are given. Correlation between SSRP1 coverage and gene expression change (fold change) is indicated by the dashed line.

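Among the genes labelled in Fig 2B, *Lefty1* (chromosome 1, 180935039 to 180938401) rose from 5.16 ± 1.177 in control to 66.8 ± 2.72 in KD (SD, n = 4 each), and *Pdk1* (chromosome 2, 71873272 to 71903858) from 32.4 ± 6.21 to 329 ± 9.75, a log2 fold change of 3.34. *Lefty2* rose from 9.53 to 97.8, *Psmb6* from 52.6 to 303, *Dppa5a* from 570.4 to 2047, and *Egr1* to 17.3, as means of 4 libraries. *Nanog* (131 and 273), *Pou5f1* (286 and 673), and *Sox2* (151 and 367) at least doubled in mean value. Under quantile normalisation these rises were below the fold change threshold, with log2 fold changes of 0.56 for *Nanog*, 0.57 for *Pou5f1*, 0.74 for *Sox2*, and 0.93 for *Dppa5a*. *Krt15* fell from 42.9 ± 7.14 to 1.57 ± 0.355, and *Krt14* from 18.0 ± 3.00 to 1.03 ± 0.619, a log2 fold change of -3.68. *Tfap2c* fell from 37.6 ± 3.96 to 30.5 ± 0.524, a log2 fold change of -0.29 (adjusted p = 0.00251 from limma with Benjamini-Hochberg adjustment), which is short of the fold change threshold. It rose under the scaling to the spike-ins (0.72), where the median of all genes is 0.95. *Wnt3* and *Krt5* have no value in the file of values per library. The authors' deposited table gives log2 fold changes of -5.27 for *Wnt3*, -4.69 for *Krt5*, and -1.14 for *Tfap2c*. For each of these genes with values per library, all KD libraries lay on one side of all control libraries (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow).

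**Figure D2:**
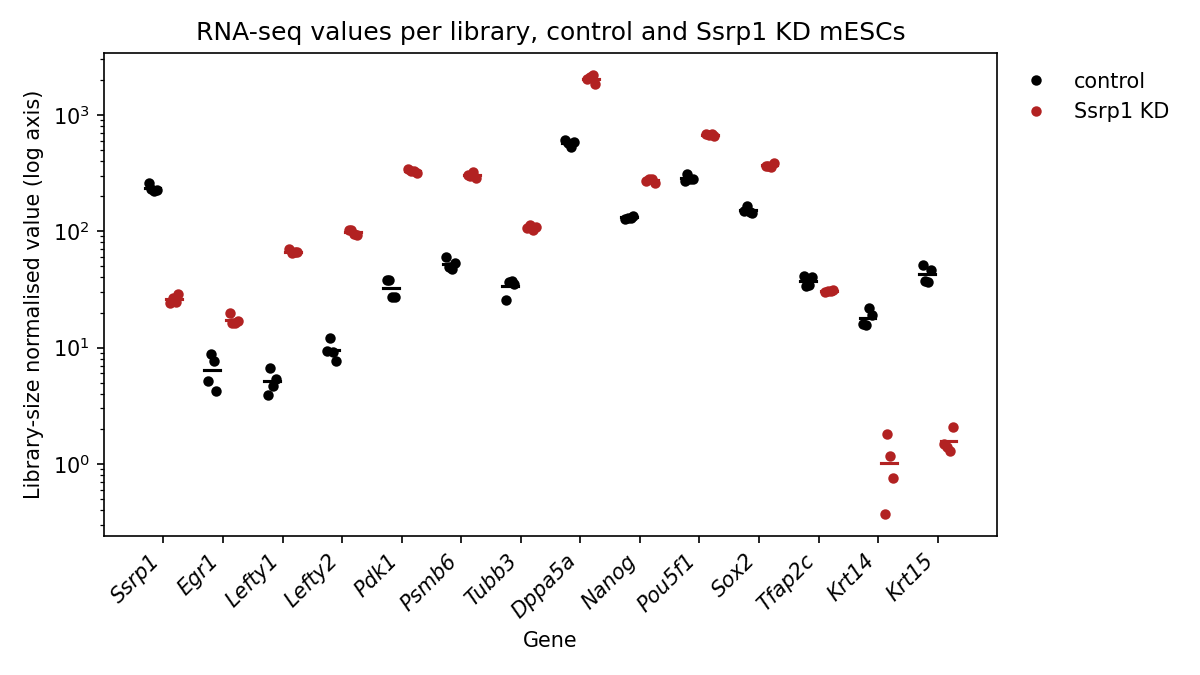
Library-size normalised RNA-seq values (y axis, log scale) of 14 genes (x axis) in 4 control (black) and 4 *Ssrp1* KD (red) libraries. Points are single libraries and lines are group means. *Krt15* lies between 36.6 and 51.5 in control and between 1.30 and 2.09 in KD, and the groups do not overlap for any gene drawn.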

Given the high correlation of FACT with H3K4me3 (Fig 1A) and to understand how the transcriptional changes might be linked to differences in recruitment of transcriptional regulators, we performed an IP for H3K4me3 followed by mass spectrometry both in control and SSRP1-depleted ES cells (Fig S3A and Table S5). We observed an increased binding of Oct4 and Sox2 to H3K4me3 in the *Ssrp1* KD state, in line with the observation that FACT depletion impacts developmental processes. Interestingly, we observed reduced binding of many splicing factors on H3K4me3 in the absence of FACT (Fig S3A). Differential splicing analysis between control and *Ssrp1* KD conditions confirmed in total 356 exon skipping/inclusion and 97 intronic retention events following FACT depletion, of which around 50% are direct targets of SSRP1 (Fig S3B and C). However, at present, it is not clear whether the effects on splicing factor binding and splicing pattern are directly and mechanistically coupled to FACT depletion. 

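The authors tested exon usage with the diffSplice function of limma. Their deposited exon table gives a log2 fold change and an FDR per exon, with no values per library, and holds 1258 exons, all below an FDR of 0.05. It has no rows for retained introns, which were not analysed here. At the FDR threshold of the methods, the authors' deposited table holds 434 exons in 299 genes. Of these exons 61.3% lie in genes with a SSRP1 peak. Of the 299 genes, 174 (58.2%) carry a SSRP1 peak, against 52.0% of the 448 other genes of the table (odds ratio 1.28, p = 0.0996, Fisher's exact test, two-sided). The other genes also carry exons below an FDR of 0.05, so this test does not compare with genes without such exons. Of all 14340 genes of the authors' deposited table of gene expression, 38.1% carry one, a contrast that was not tested. Requiring also an absolute log2 fold change above 1, which moved the odds ratio most, left 173 exons and an odds ratio of 1.177 (p = 0.427, Fisher's exact test).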

Interestingly, a fraction of the differential gene isoforms generated in the *Ssrp1* KD group is overrepresented in limbic system and dendrite development pathways (Fig S3D), suggesting that genes involved in neuronal development might be influenced by FACT.

**Figure S3.**
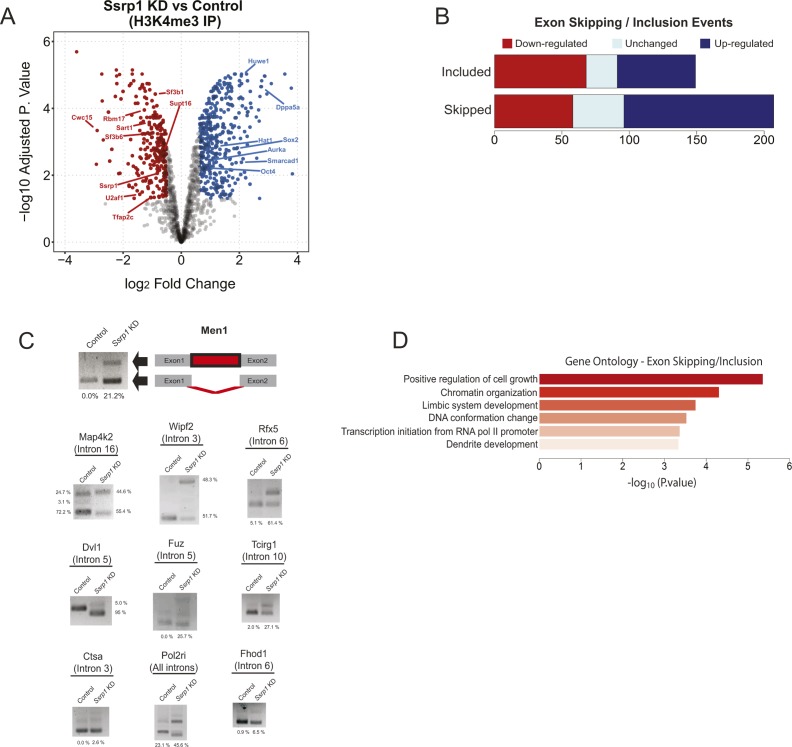
FACT facilitates alternative splicing of RNA transcripts. **(A)** Volcano plot of depleted/enriched proteins at H3K4me3 following *Ssrp1* depletion. **(B)** Bar plots representing the number of included/skipped exons categorized by their gene expression status (red: “down-regulated,” cyan: “unchanged,” and blue: “up-regulated”). In total, we have identified 149 included and 207 skipped exon events in the *Ssrp1* KD group. **(C)** Graphical representation of an intronic retention event (*Men1*) in the KD group. Also, analysis of intron inclusion events or isoform switches after FACT depletion. Unspliced transcript percentage was measured according to band intensity. **(D)** Gene ontology analysis of transcripts (FACT-bound) that display alternative exon usage between the two conditions.

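Split by the sign of the fold change in the authors' deposited exon table, 259 of the exons past the threshold had a positive log2 fold change (higher relative use in KD) and 175 a negative one. The excess of positive exons depends on the threshold. In the authors' deposited exon table, at an FDR of 0.05, 621 are positive and 637 negative, and with an absolute log2 fold change above 1 in addition to the FDR of the methods 85 and 88. Of the exons in genes the authors list as up-regulated, 106 were positive and 101 negative. In genes they list as down-regulated 103 were positive and 48 negative, and in unchanged genes 50 and 26. The exons with the smallest FDR in the authors' deposited exon table were, among the positive ones, in *Mcm3ap* (chromosome 10, 76469949 to 76471252, log2 fold change 1.16), *Tpm1* (chromosome 9, 67043578 to 67043871, 1.45), and *Pafah1b1* (chromosome 11, 74673949 to 74677742, 0.76). Among the negative ones they were in *Mtf2* (chromosome 5, 108065674 to 108065965, -1.31), *Prune2* (chromosome 19, 17118043 to 17124592, -2.60), and *Eps15l1* (chromosome 8, 72377417 to 72379155, -1.05).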

### Depletion of FACT induces very specific changes in chromatin accessibility

Because FACT is responsible for the remodelling of nucleosomes in front of RNA polymerase and the reestablishment of nucleosome integrity in its wake (Formosa, 2012), we speculated whether some of the observed transcriptional alterations could be connected to changes in nucleosome occupancy upon depletion of FACT. Mononucleosome-sized DNA fragments upon treatment with MNase (135–170 bp) were purified from control and *Ssrp1*-depleted conditions and sequenced (Fig S4A and B). Nucleosome occupancy was plotted for four different gene classes according to the presence of SSRP1 in the control group (ChIP-Seq) and their relative gene fold change (RNA-seq) in the *Ssrp1* KD state. Overall, we observed little changes in nucleosome occupancy genome wide (Fig 3A). Genes that are down-regulated in the *Ssrp1* KD (“down-regulated” class) and bound by FACT exhibit a global mononucleosomal shift by a few nucleotides right after the +1 nucleosome. Up-regulated genes showed a loss of nucleosome occupancy in the gene body area regardless of FACT-bound status (non-SSRP1 and SSRP1 targets) (Fig 3A and B). However, specifically in up-regulated genes bound by FACT (“up-regulated” class), we observed a significant loss of nucleosomes upstream of the TSS (Fig 3A and B). This difference in nucleosome occupancy at the promoter region is highly reproducible among the different replicates (Fig S4C). Splitting the up-regulated genes by the amount of H3K4me3 levels (k-means clustering) as a proxy for gene expression levels also revealed that the loss of nucleosomes at the promoter is more profound over the promoters of lowly expressed/repressed genes (control state) (Fig S4C). The observed nucleosome-depleted regions were different between up- and down-regulated genes. Such architectural differences have been previously attributed to different levels of GC frequency. Indeed, GC frequency over SSRP1 targets was higher and broader in the “down-regulated” class corroborating a more open chromatin state (Fenouil et al, 2012) (Figs 3A and S4D).

**Figure S4.**
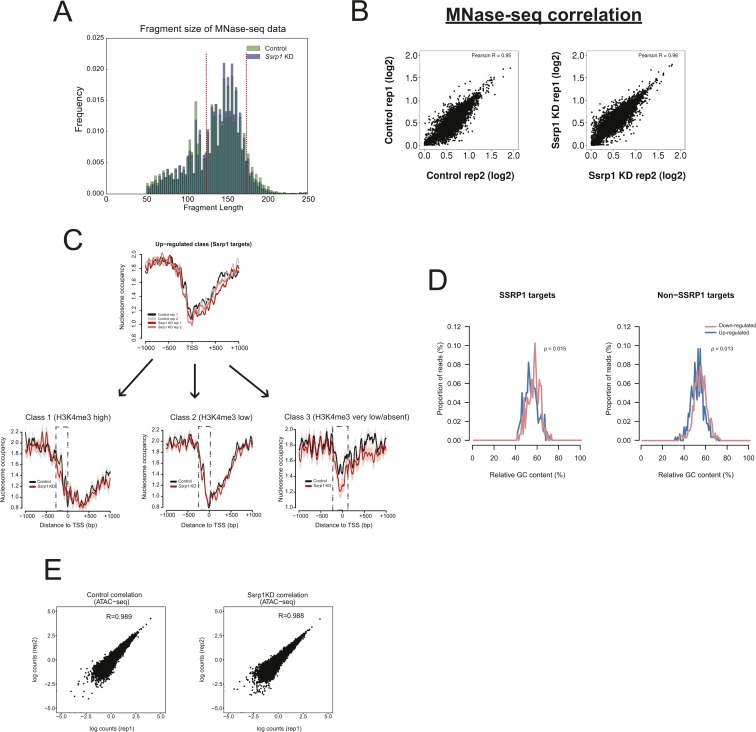
Reproducibility assessment of MNase/ATAC-seq datasets. **(A)** Histogram showing the sequenced paired-end fragment lengths extracted from control and *Ssrp1*-depleted conditions. Fragments between 135 and 170 bp (indicated in red) have been computationally selected and used to plot mono-nucleosomal occupancy over promoter regions. **(B)** Correlation scatterplots (MNase-seq) accessing replicate reproducibility in each condition. Pearson's correlation is indicated at the top of each plot. **(C)** Nucleosome occupancy metaplots for each replicate for the composite metaplot in Fig 4A (up-regulated; SSRP1 targets). This nucleosome occupancy at the promoter region derives from three distinctive gene clusters of diverse gene expression and H3K4me3 levels. **(D)** GC content frequency of all “up-regulated” and “down-regulated” genes. Data are also split by FACT-bound dependency. **(E)** Correlation scatterplots (ATAC-seq) accessing replicate reproducibility in each condition. Pearson's correlation is indicated at the top of each plot.

**Figure 3.**
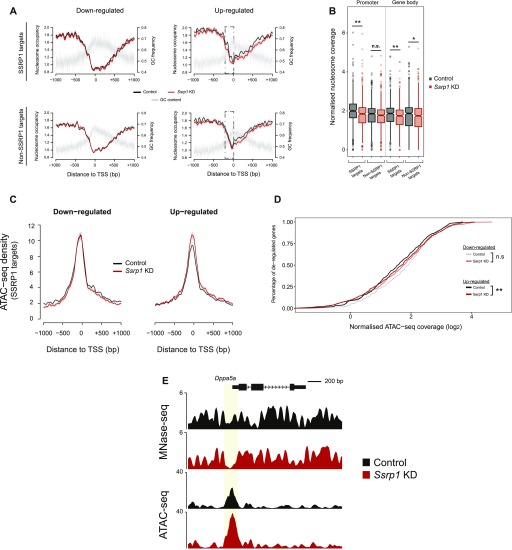
Regulation of gene expression by FACT through chromatin accessibility. **(A)** Nucleosome occupancy of all deregulated genes. Datasets are split by their FACT occupancy status (SSRP1 and non-SSRP1 targets) and their relative transcriptional direction (“down-regulated” and “up-regulated”) following SSRP1 depletion. Solid lines indicate the mean values, whereas the shading represents the SE of the mean. **(B)** Boxplots measuring the nucleosome occupancy (log_2_) over promoters and gene body area of up-regulated genes (**P < 0.001, *P < 0.05, and n.s., not significant). The assessed promoter region is shown in dashed boxes indicated in (A). Significance was calculated using the Welch two-sample *t* test. **(C)** Metaplot of open chromatin assessed by ATAC-seq among down-regulated and up-regulated genes both in control and *Ssrp1* KD conditions. **(D)** Cumulative distribution of ATAC-seq density for genes and conditions displayed in (C). Significance was calculated using the Welch two-sample *t* test (**P < 10^−9^ and n.s., not significant). **(E)** Interrogation of nucleosome occupancy (MNase-seq) and chromatin accessibility (ATAC-seq) over the *Dppa5a* gene promoter for control and *Ssrp1* KD conditions. Changes in nucleosome occupancy and chromatin accessibility are highlighted in yellow.

To confirm this difference in chromatin accessibility using an additional approach, we performed ATAC-seq in control and *Ssrp1*-depleted ES cells (Fig 3C). In line with the observations of the MNase-seq experiments, we observed a statistically significant increase (*P* < 10^−10^) in chromatin accessibility in the absence of FACT upstream of the promoter region of FACT-bound, up-regulated genes (Fig 3C–E). In combination with the RNA-seq data, this reduction in nucleosome occupancy (and subsequently increase in chromatin accessibility) at the TSS suggests that FACT might act as a repressor by enabling a more closed chromatin conformation state at promoter regions.

### Gain in chromatin accessibility upon FACT depletion upstream of the TSS correlates with an increase in antisense transcription

Over the last decade, it has become apparent that promoters can drive expression of sense and antisense RNAs, with proximally paused RNA Pol II on both strands (Seila et al, 2008; Jonkers et al, 2014). In vitro, FACT has been demonstrated to facilitate transcription through chromatinized templates (Orphanides et al, 1999) and reduces pausing of the elongating polymerase when it encounters nucleosomes (Hsieh et al, 2013). In yeast, depletion of Spt16 leads to up-regulation of antisense transcription from gene-internal cryptic promoters (Feng et al, 2016). Thus, to understand how the observed changes in chromatin accessibility would impact transcription initiation and to get more mechanistic insight into how FACT might dampen expression of genes in mES cells, we performed NET-seq (Mayer & Churchman, 2016) (Fig S5A), a method that allows quantitative, strand-specific, and nucleotide resolution mapping of RNA Pol II.

**Figure S5.**
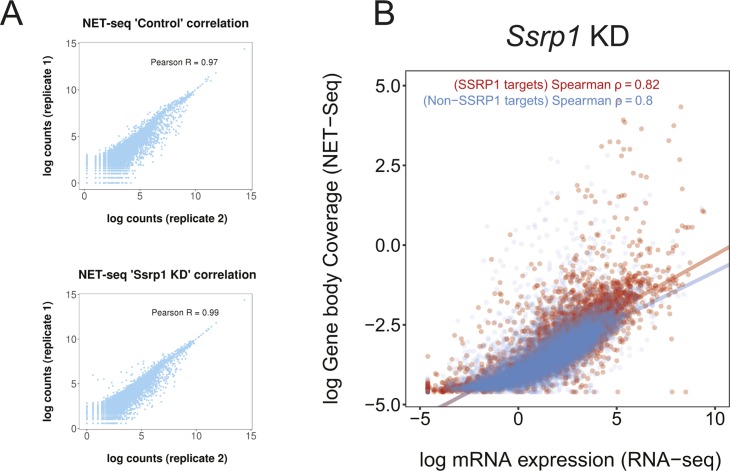
Assessment of NET-seq datasets. **(A)** Correlation scatterplots (NET-seq) assessing replicate reproducibility in each condition. Pearson's correlation is indicated at the top of each plot. **(B)** Scatterplots of log gene body coverage (NET-seq) versus log mRNA expression (RNA-seq) for SSRP1 (*n* = 4,576) and non-SSRP1 (*n* = 8,844) target regions in the *Ssrp1* KD state (*z*-score = 7.2, *P* < 1 × 10^−5^).

Initially, we sought to determine whether nascent transcription positively correlates with mRNA levels. A higher correlation of nascent RNA–mRNA expression and a significantly higher slope (*P* < 10^−5^) was observed over SSRP1-target regions in the control state, suggesting higher levels of Pol II pausing and mRNA levels in the presence of FACT (Fig 4A). Nevertheless, in the *Ssrp1* KD state, the SSRP1-bound regions maintained a higher slope, suggesting that pausing and elongation speed of RNA Pol II are not controlled entirely by FACT alone (Fig S5B). To confirm this, we measured the travelling ratio of RNA Pol II over down-regulated and up-regulated genes. Indeed, “up-regulated” SSRP1-bound genes show a lower travelling ratio overall. Interestingly, under our experimental conditions, we did not observe a significant difference among this group of genes following FACT depletion (control to *Ssrp1* KD comparison; Fig 4B).

**Figure 4.**
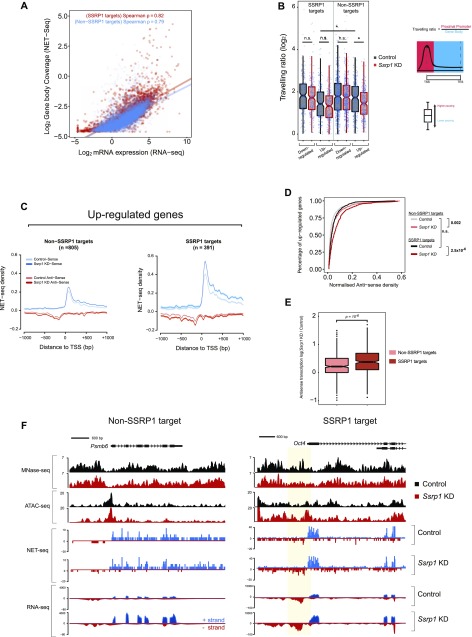
Regulation of RNA Pol II directionality by FACT. **(A)** Scatterplots of log gene body coverage (NET-seq) versus log mRNA expression (RNA-seq) for SSRP1 (*n* = 4,576) and non-SSRP1 (*n* = 8,844) target regions in the control state (*z*-score = 5.3, *P* < 10^−5^). **(B)** Measure of Pol II pause/release. Travelling ratio is defined as NET-seq density of proximal promoter versus gene body area. The log-transformed travelling ratio for each gene class is displayed with boxplots. The Welch two-sided *t* test was used to calculate significance between control and *Ssrp1* KD (*P < 0.05, n.s., not significant). **(C)** NET-seq density plots (control and *Ssrp1* KD group) of up-regulated genes split by FACT-bound status (non-SSRP1 and SSRP1 targets). Solid lines indicate mean values, whereas the shading represents the 95% confidence interval. **(D)** Cumulative distribution of antisense transcription (NET-seq) in a window 1,000 bp upstream of the TSS. The Welch two-sided *t* test was used to calculate significance between control and *Ssrp1* KD among non-SSRP1 and SSRP1 targets. **(E)** Boxplots assessing fold change (*Ssrp1* KD versus control) in antisense transcription (NET-seq) in a window 1,000 bp upstream of the TSS. The Welch two-sided *t* test was used to calculate significance between non-SSRP1 and SSRP1 targets. **(F)** Nucleosome occupancy (MNase-seq), open chromatin (ATAC-seq), and transcriptional activity (NET-seq/RNA-seq) over an SSRP1 (*Oct4*) and non-SSRP1 (*Psmb6*) target gene between control and *Ssrp1* KD conditions. Nucleosomal loss and increase in antisense transcription at the *Oct4* promoter is highlighted in yellow.

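For the genes of Fig 4F, the peak lists and the RNA-seq values were examined. The MNase-seq, ATAC-seq, and NET-seq signals were not analysed here. *Oct4*, listed as *Pou5f1*, lies on chromosome 17 from 35506032 to 35510777 and is assigned 2 SSRP1 peaks, both upstream of its TSS. They run from 35502265 to 35502754 and from 35503833 to 35504616, ending 3264 and 1402 bp before the nearest annotated TSS at 35506018. *Psmb6* (chromosome 11, 70525357 to 70527858) is assigned no peak of either subunit. Both genes rose in KD. For *Pou5f1* the log2 fold change was 1.23 (standard error 0.056, adjusted p = 6.57e-17 from limma with Benjamini-Hochberg adjustment) and with each library left out in turn 1.21 to 1.28. For *Psmb6* it was 2.52 (standard error 0.067, adjusted p = 1.86e-21 from limma with Benjamini-Hochberg adjustment) and 2.47 to 2.59.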

Next, we assessed RNA Pol II pausing and directionality over up-regulated genes. NET-seq density plots identified that FACT targets displayed higher levels of promoter-proximal RNA Pol II than SSRP1-unbound promoters (Fig 4C and D). Upon KD of FACT, SSRP1 targets displayed an increase (*P* < 10^−6^) in divergent transcription compared with the non-SSRP1 targets (Fig 4E). This occurred precisely at locations where nucleosomes were depleted upon KD of FACT (Fig 4F). No change in antisense transcription was observed for down-regulated (Fig S6A and B) or unchanged (Fig S6C and D) genes, suggesting that the presence of FACT over a specific gene class (up-regulated genes) decreases the rate of antisense transcription by maintaining higher nucleosome density upstream of the TSS.

**Figure S6:**
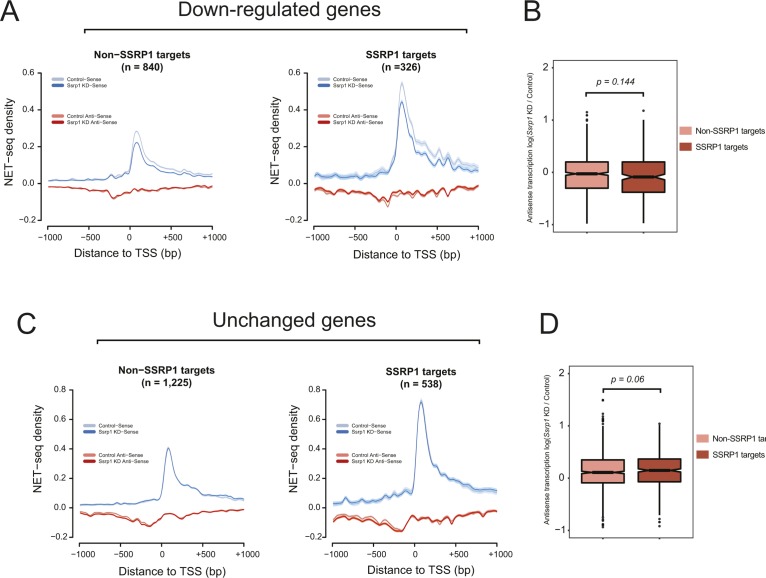
Pol II pausing over other gene classes. . **(A)** NET-seq density plots (control and *Ssrp1* KD group) of down-regulated genes split by FACT-bound status (non-SSRP1 and SSRP1 targets). Solid lines indicate mean values, whereas the shading represents the 95% confidence interval. **(B)** Boxplots assessing fold change (*Ssrp1* KD versus control) in antisense transcription (NET-seq) in a window 1,000 bp upstream of the TSS. The Welch's two-sided *t* test was used to calculate significance between non-SSRP1 and SSRP1 targets. **(C)** Same as (A) but for genes whose expression does not change (unchanged genes) in the *Ssrp1* KD condition. **(D)** Same as (B) but for unchanged genes.

A correlation between loss of nucleosomes upstream of the TSS and increase in antisense and sense transcription has recently been reported to occur in mammalian cells (Scruggs et al, 2015). Furthermore, this study showed that antisense transcription can lead to a more open chromatin structure, enabling increased binding of TFs, which is favourable for sense transcription.

### ES cells differentiate more efficiently into the neuronal lineage upon FACT depletion

Finally, we wanted to investigate whether the transcriptional changes induced by depletion of FACT have physiological consequences. We tested this by differentiating mES cells into the neuronal lineage. The rationale for this approach stems from previous studies that pinpoint a specific role for FACT in neurons (Neumüller et al, 2011; Vied et al, 2014) and from the gene ontology enrichment for neuronal terms that we obtained from mRNA isoform analysis (Fig S3D). We induced differentiation of ES cells towards a neuronal lineage via embryoid body formation and treatment with retinoic acid (RA) (Bibel et al, 2007). 

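For the NPCs, embryoid bodies were treated with 1 μM RA for 4 d, and their cells were then cultured for 3 d without leukaemia inhibitory factor, by the methods. The results place the NPCs at 3 d into the differentiation process, and how this counts against the days of the methods is not given in the sources used here. There are 3 NPC libraries by the labels. Their values per library were not analysed here. The authors' deposited table compares them with wild-type mESCs by limma and gives a log2 fold change, an average expression, and an adjusted p for each of 14401 genes. At the thresholds used for the KD and above an average log2 expression of 1, the authors' deposited table has 2377 genes higher and 1871 lower in NPCs. Without this expression limit the numbers are 2489 higher and 2923 lower, so the limit decides which direction is the larger. Comparisons with the KD below use the KD calls from the values per library and, as an alternative, those of the authors. The control mean implied by the authors' deposited KD table follows the wild-type mean implied by the NPC table (Pearson's R = 0.999 across 13728 genes). Around their median difference, these means had a median absolute deviation of 0.0016 in log2. Between the implied control mean and the control libraries of the values per library it was 0.401. This argues against separate control libraries for the authors' KD and NPC tables.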

We created early-stage neural precursor cells (NPCs; 3 d into the differentiation process) and interrogated the whole transcriptome via RNA-seq. We identified that in these early-stage NPCs, expression of key neurogenesis markers (*Pax6*, *Nes*, and *Tubb3*) increases, whereas FACT mRNA levels and key pluripotency factors are yet unchanged and still maintained at a high level (Fig 5A). 

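In the authors' deposited table of NPCs against mESCs, *Pax6* (chromosome 2) has a log2 fold change of 2.52, *Nes* (chromosome 3) of 2.89, *Tubb3* (chromosome 8) of 2.08, and *Map2* (chromosome 1) of 3.50. In the same deposited table of the authors, *Ssrp1* has 0.47 and *Supt16* -0.06, *Pou5f1* 0.05, *Sox2* -0.12, *Nanog* -0.42, *Klf4* 1.05, and *Stat3* 1.10. For the wider list of 15 neural progenitor and neuron genes in the authors' deposited table, the median is 2.08 and 14 are higher in NPCs. The *Ssrp1* KD moved these markers in the values per library as follows. *Tubb3* rose from 33.6 ± 5.27 to 108 ± 4.56 (SD, n = 4). *Pax6* fell from 7.89 ± 2.56 to 2.48 ± 0.630, *Nes* from 42.8 ± 3.08 to 33.2 ± 0.227, and *Map2* from 9.27 ± 1.26 to 3.66 ± 0.157. These directions depend on the scaling for *Nes*, which rose under the scaling to the spike-ins (0.65) and after removal of a length trend (0.22). *Pax6* and *Map2* belong to the genes of low expression that lay lower in the KD libraries as a class. The falls of *Pax6* and *Map2* did not pass the adjusted p limit under quantile normalisation or the scaling to the spike-ins. In the authors' deposited table of KD against control, *Pax6* has a log2 fold change of 1.35, *Nes* of -0.86, and *Map2* of 0.12.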

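Of 13803 genes with a value in the NPC table and in the values per library, 1144 were called higher in KD and 2237 higher in NPCs above the expression limit. Both held for 202 genes, against 185 by chance. This is 17.7% of the genes higher in KD and 16.1% of the other genes (odds ratio 1.12, p = 0.167, Fisher's exact test, two-sided), a difference within chance. Of the alternatives set in advance, the one that moved it most took the KD calls from the authors' deposited table. It gave 317 shared genes, or 26.6% of 1191 against 15.3% of the others (odds ratio 2.00, p = 2.53e-21, Fisher's exact test). With these calls, by the closeness of the implied control means, the same control libraries very likely enter both sides. In 20 simulated sets with no change in either group, shared controls alone gave a Pearson's R of 0.464 between the fold changes and 0 genes called in both. These sets hold no changed genes, so they do not show what shared controls add among genes that do change. The observed R was 0.141 between the authors' deposited tables. With a minimum log2 fold change of 2 in NPCs, 62 genes of the values per library were shared (odds ratio 0.970, p = 0.893, Fisher's exact test). The genes are not independent replicates.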

A quarter of the up-regulated genes in ES cells after *Ssrp1* KD overlaps with the up-regulated genes instigated by neuronal differentiation (*P* < 10^−13^, Fisher's exact test; Fig 5B) and are overrepresented in pathways involved in neuronal development. Similar to our previous observations, β3-tubulin (*Tubb3*) (SSRP1-bound gene), as an example for neurogenesis genes up-regulated upon FACT depletion, shows higher chromatin accessibility levels at the promoter region upon KD of FACT. This opening of the promoter is accompanied by an increase in antisense transcription (Fig 5C).

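*Tubb3* lies on chromosome 8 of mm10 from 123411564 to 123422010. On this chromosome 55.6% of the expressed genes carry a SSRP1 peak, against 27.0 to 47.9% on the other autosomes. The SSRP1 list assigns it 1 peak from 123411499 to 123411988, over the TSS and exonic sequence. The SUPT16 list assigns it 2 peaks, from 123410841 to 123411750 over the TSS and from 123420921 to 123421130 in an exon. In the RNA-seq of the KD its log2 fold change was 1.69 (standard error 0.086, adjusted p = 7.4e-16 from limma with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between 1.57 and 1.74, the lowest without control replicate 1. In that library the value of *Tubb3* was 25.7, against 35.3 to 37.0 in the other control libraries. The ATAC-seq and NET-seq signals at the promoter were not analysed here. The paper takes *Tubb3* as an example of the neurogenesis genes that rise when FACT is depleted.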

**Figure 5.**
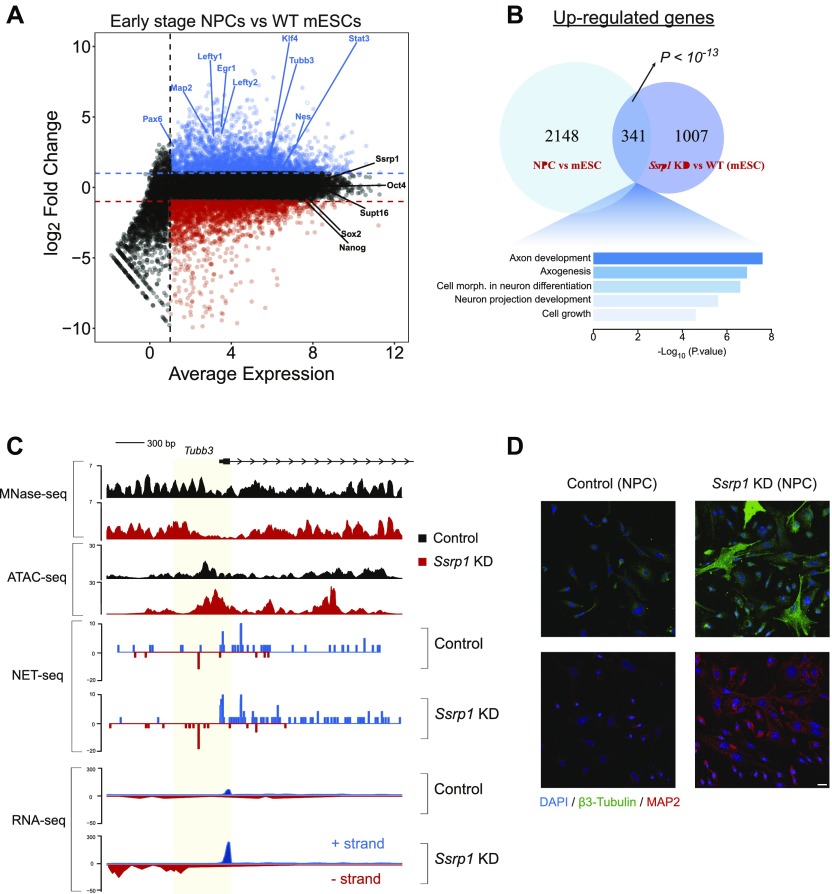
FACT regulates neurogenesis through Pol II/nucleosome dynamics. **(A)** MA plot depicting differential expression in NPCs versus WT ES cells. Up-regulated genes are highlighted in blue, whereas down-regulated genes are highlighted in red. **(B)** Venn diagram showing the overlap of up-regulated genes between NPC versus mESCs and control versus *Ssrp1* KD mESCs. **(C)** Interrogation of nucleosome occupancy (MNase-seq), chromatin accessibility (ATAC-seq), and transcriptional activity (NET-seq/RNA-seq) over the *Tubb3* gene promoter for control and *Ssrp1* KD conditions. Changes in nucleosome occupancy, chromatin accessibility, and Pol II occupancy are highlighted in yellow. **(D)** Immunofluorescence analysis of early-stage NPCs following *Ssrp1* depletion: (blue) DAPI, nuclei; (green) β3-tubulin (Tubb3), neurons; and (red) MAP2, dendrites. Scale is 20 μm.

We then depleted *Ssrp1* levels at the onset of neuronal differentiation and performed immunofluorescence for neurogenesis (β3-tubulin) and dendritic (MAP2) markers at the same time point as the RNA-seq experiment. *Ssrp1* KD caused a substantial increase in the expression of those markers as measured by immunofluorescence, indicating that loss of FACT function primes ES cells for the neuronal lineage and enhances early neuronal differentiation (Fig 5D).

## Discussion

In this study, we have addressed the role of the histone chaperone FACT in mouse ES cells. In contrast to the genomic profile identified for *Saccharomyces cerevisiae* FACT, where the protein occupancy is depleted at the TSS and accumulates in the gene body (True et al, 2016), the genomic profile of mammalian FACT over active genes is reminiscent of a profile of the Ser5 phosphorylated form of RNA Pol II. This recruitment to the TSS might reflect binding of FACT to RNA Pol II. A similar profile for SSRP1 has been reported recently in HT1080 cells (Garcia et al, 2013).

In general, FACT depletion does not lead to gross alterations of the nucleosomal landscape as measured by MNase- and ATAC-seq. In particular, genes down-regulated upon FACT depletion only show a slight shift of nucleosomes, similar to what has been observed in yeast upon FACT inactivation (Feng et al, 2016). It is tempting to speculate that the reason for down-regulation lies in the originally described function of FACT to help passage of RNA Pol II through chromatin (Orphanides et al, 1999) and its depletion makes this process less efficient. FACT-bound genes that are up-regulated upon *Ssrp1* depletion show a significant alteration in nucleosomal occupancy around the TSS. FACT depletion leads to loss of nucleosomes and increased rates of bi-directional nascent transcription, suggesting that these genes are usually dampened or repressed (in case of silent genes) by the maintenance of nucleosomes at these sites. The loss of nucleosomal occupancy upon depletion of FACT goes hand-in-hand with an increase in antisense transcription. Based on the data presented here, we cannot determine if the loss of nucleosomes precedes up-regulation of antisense transcription or vice versa. Also, it is not clear whether this is driven by FACT alone or in combination with RNA polymerase and/or chromatin remodellers. However, it is clear that this observed effect is very specific to SSRP1-bound genes that are up-regulated upon depletion of FACT. One should note, however, that this gene class shows low levels of antisense transcription (Fig 4C and D). Therefore, one plausible model would be that FACT is required on these promoters to reinstate nucleosomes after initiation of antisense transcription. Depletion of FACT would lead to loss of this function and loss of nucleosomes, which in turn would drive higher levels of antisense transcription. It is of interest to note that FACT depletion in *S. cerevisiae* by using a thermosensitive allele of *spt16* also leads to up-regulation of sense/antisense transcription. However, this occurs at cryptic promoters within the coding region of the gene because of a defect in reestablishing chromatin structure after passage of the elongating polymerase (Feng et al, 2016). Given the differences of FACT occupancy between mammals (this study; Garcia et al, 2013) and yeast (True et al, 2016), this might reflect evolutionary differences between mammalian and yeast FACT.

This scenario described for mammalian FACT would lead to a wider NFR and allow more efficient recruitment of TFs and RNA polymerase. In addition, the torque generated by two divergently elongating RNA Pol II molecules can create sufficient negative supercoiling density in the DNA between the two promoters, which is known to increase RNA Pol II transcription efficiency (Seila et al, 2009). Taken together, we have shown that FACT can function both as an enhancer and a repressor of transcription. The repressive function of FACT correlates well with nucleosomal occupancy at the TSS and suppression of antisense transcription.

FACT expression correlates with the differentiation state of the cell, being highest in undifferentiated and lowest in terminally differentiated cells. This cannot be simply explained by differences in proliferation rates as, e.g., NIH-3T3 also exhibits low levels of FACT expression but proliferates comparably with mouse ES cells. These observations suggest that FACT assists to maintain a chromatin/transcription state that allows self-renewal. Indeed, depletion of FACT leads to an imbalance of the ES cell transcriptome. On the one hand, pro-proliferative genes are up-regulated and lowly expressed developmental factors are further down-regulated, leading to the hyper-proliferation of ES cells. Moreover, the FACT-depleted gene signature has a large overlap with gene expression changes observed upon differentiation into the neuronal lineage. Interestingly, a comparison of expression patterns in the early developing mouse brain identified a set of only 13 genes, including *Ssrp1* with high correlation of expression in the proliferating cells of the ventricular zone of the neocortex at early stages of development (Vied et al, 2014). This is a transient embryonic layer of tissue containing neural stem cells (Rakic, 2009) and a place for neurogenesis during development dependent on the Notch pathway (Rash et al, 2011). Similar to our study, hyper-proliferation in a stem cell compartment upon FACT depletion has been observed before. *Drosophila* neuroblasts hyper-proliferate upon deletion of SSRP1, suggesting that it is involved in the regulation of balancing neuroblast self-renewal and differentiation (Neumüller et al, 2011). A very recent report also highlights the role of FACT in assisting cell fate maintenance. Using a genetic screen in *Caenorhabditis elegans*, all FACT subunits were identified as barriers for cellular reprogramming of germ cells into the neuronal lineage (Kolundzic et al, 2017 *Preprint*). Comparable with our results, the authors did not observe major chromatin architecture alterations but observed larger colonies during reprogramming assays in the absence of FACT, indicative of higher proliferation rates. In agreement with these reports, our data demonstrate that FACT-depleted ES cells differentiate much more efficiently into early neuronal precursors. Taken together, the data suggest a role for FACT activity during neuronal differentiation, and the proper levels of FACT might assist in balancing proliferation speed and timing of differentiation processes.

## Materials and Methods

### Cell culture

The E14 cell line (mESCs) was cultured at 37°C, 7.5% CO_2_, on 0.1% gelatin coated plates, in DMEM + GlutaMax (Gibco) with 15% fetal bovine serum (Gibco), MEM nonessential amino acids (Gibco), penicillin/streptomycin (Gibco), 550 μM 2-mercaptoethanol (Gibco), and 10 ng/ml of leukaemia inhibitory factor (eBioscience). HEK293T, N2a, MEFs, NIH3T3, and B16 cell lines were cultured at 37°C, 5% CO_2_ in DMEM + GlutaMax (Gibco) with 10% fetal bovine serum (Gibco), and penicillin/streptomycin (Gibco). Early NPCs were generated as previously described (Bibel et al, 2007). Briefly, embryoid bodies were created with the hanging drop technique and were further treated with 1 μM RA for 4 d. RA-treated embryoid bodies were trypsinised and cultured in DMEM + GlutaMax (Gibco) with 15% fetal bovine serum without leukaemia inhibitory factor for 3 d.

### Depletion of SSRP1 from mESCs via shRNA and RNA preparation

E14 were transfected with lentiviral vectors containing either a scramble control or *Ssrp1* shRNAs (MISSION shRNA; Sigma-Aldrich) with the following sequences:

**Table:** Sequences for E14 transfection.

Scramble control	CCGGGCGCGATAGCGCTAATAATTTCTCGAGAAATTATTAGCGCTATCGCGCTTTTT
shRNA 1 (*Ssrp1*)	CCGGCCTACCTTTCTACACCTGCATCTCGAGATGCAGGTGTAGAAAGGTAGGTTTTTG
shRNA 2 (*Ssrp1*)	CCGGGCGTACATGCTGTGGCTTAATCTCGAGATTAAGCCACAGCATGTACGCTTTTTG
shRNA 3 (*Ssrp1*)	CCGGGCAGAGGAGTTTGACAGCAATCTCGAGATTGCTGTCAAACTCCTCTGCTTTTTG
shRNA 4 (*Ssrp1*)	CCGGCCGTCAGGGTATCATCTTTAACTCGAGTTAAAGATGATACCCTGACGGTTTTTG

A combination of two different *Ssrp1* shRNAs was used (1 and 2; 3 and 4) at a time, and depletion was quantified via western blotting using a monoclonal anti-Ssrp1 antibody (BioLegend). Anti-α tubulin was used as a reference control. The 1 and 2 combination was used for subsequent experiments as it yielded higher depletion of SSRP1 levels (Fig S2A and B). 48 h after transfection, puromycin (2 μg/ml) selection was applied for an additional 24-h period, before cell collection and RNA preparation. Total RNA was obtained via phenol–chloroform extraction (QIAzol Lysis Reagent; QIAGEN) followed by purification via Quick-RNA MicroPrep (Zymo Research). Library preparation and ribosomal depletion were performed via the NEBNext Directional RNA Ultra kit (NEB) and the RiboZero kit (Illumina), respectively, according to the manufacturer's instructions. Four different biological replicates (control or SSRP1-depleted mESCs) were prepared and processed for transcriptome analysis.

### MTT proliferation assay

48 h after transfection, different cell densities (3 × 10^4^, 2 × 10^4^, and 1 × 10^4^) were seeded on 96-well plates (Sarstedt) along with puromycin (2 μg/ml). 24 h later, the CellTiter 96 Non-Radioactive Cell Proliferation Assay kit (Promega) was used according to the manufacturer's instructions to assess the rate of cell proliferation between the two conditions (control and *Ssrp1* KD). Statistical analysis was performed using a two-tailed *t test*.

### Transcriptome analysis in SSRP1-depleted mESCs

Sequenced reads were aligned to the mm10 genome via STAR (v 2.4.1b) (Dobin et al, 2013). Gene and exon counts were obtained from featureCounts of the Rsubread package (R/Bioconductor). Only reads with counts per million > 1 were kept for subsequent analysis. Counts were normalised using the internal TMM normalisation in edgeR (Robinson et al, 2009) and differential expression was performed using the limma (Ritchie et al, 2015) package. All of the RNA-seq data presented in this article have been normalised to the total library size. Significant genes with an absolute logFC > 1 and adjusted *P*-value < 0.01 were considered as differentially expressed (Table S1). The “unchanged” gene class (*n* = 2,179) was obtained from genes with an adjusted *P*-value > 0.05. 

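In the fit to the values per library, 3147 of 15384 genes had an adjusted p above 0.05 (limma with Benjamini-Hochberg adjustment). The authors' deposited table of KD against control holds 2686 such genes among 14340. Under the alternatives set before the data were examined the number ranged from 2931 to 4287.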

The diffSplice function implemented in limma was used to identify differentially spliced exons between the two conditions (Table S2). Significant exons with an FDR < 0.001 were considered as differentially spliced. Retention introns were identified using the MISO (Mixture of Isoforms) (Katz et al, 2010) probabilistic framework (Table S3).

Table S1 Differential expression gene list (*Ssrp1* KD versus control).

Table S2 Differential spliced exon list (Ssrp1 KD versus control).

Table S3 Retention intron events.

### Retention intron events

We verified the presence of retained introns in the *Ssrp1* KD by randomly selecting 10 intron retention events. The FastStart SYBR Green Master (Roche) was used along with the following primers to amplify via PCR the retained intragenic regions:

**Table:** Primers for PCR amplification of the retained intragenic regions.

Gene name	Forward primer	Reverse primer
*Men1*	ATTTCCCAGCAGGCTTCAGG	GGGATGACACGGTTGACAGC
*Dvl1*	CCTGGGACTACCTCCAGACA	CCTTCATGATGGATCCAATGTA
*Map4k2*	GCTGCAGTCAGTCCAGGAGG	TCCTGTTGCTTCAGAGTAGCC
*Ctsa*	GCAATACTCCGGCTACCTCA	TGGGGACTCGATATACAGCA
*Pol2ri*	CGAAATCGGGAGTGAGTAGC	GGTGGAAGAAGGAACGATCA
*Wipf2*	TAGAGATGAGCAGCGGAATC	TCGAGAGCTGGGGACTTGCA
*Fuz*	GACCCAGTGTGTGGACTGTG	GACAAAGGCTGTGCCAGTGG
*Rfx5*	CACCAGTTGCCCTCTCTGAA	CAATTCTCTTCCTCCCATGC
*Fhod1*	CACCAGGGAGCAGAGATGAT	CCATCAACATTGGCCTAACC
*Tcirg1*	AGCGACAGCACTCACTCCTT	CAACACCCCTGCTTCCAGGC

Amplified products were run on a 1.5% agarose gel and visualised under UV. Band quantification was performed with ImageJ.

### ChIP of FACT subunits

ChIP was performed in ∼20 million ES cells, per assay, as described previously (Tessarz et al, 2014) with a few modifications. Briefly, cells were cross-linked with 1% formaldehyde for 20 min followed by quenching for 5 min with the addition of glycine to a final concentration of 0.125 M. After washing with PBS buffer, the cells were collected and lysed in cell lysis buffer (5 mM Tris, pH 8.0, 85 mM KCl, and 0.5% NP-40) with proteinase inhibitors (10 μl/ml phenylmethylsulfonyl fluoride, 1 μl/ml leupeptin, and 1 μl/ml pepstatin). Pellets were spun for 5 min at 5,000 rpm at 4°C. Nuclei were lysed in nuclei lysis buffer (1% SDS, 10 mM EDTA, and 50 mM Tris–HCl) and samples were sonicated for 12 min. The samples were centrifuged for 20 min at 13,000 rpm at 4°C and the supernatant was diluted in IP buffer (0.01% SDS, 1.1% Triton-X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl, and 167 mM NaCl), and the appropriate antibody was added and left overnight with rotation at 4°C. Anti-Ssrp1 and anti-Supt16 antibodies were purchased from BioLegend (#609702) and Cell Signalling (#12191), respectively. Anti-AP-2γ (Tfap2c) antibody was purchased from Santa Cruz (#sc-12762). Two biological replicates were prepared for each FACT subunit using independent cell cultures and chromatin precipitations. Protein A/G Dynabeads (Invitrogen) were added for 1 h and after extensive washes, the samples were eluted in elution buffer (1% SDS and 0.1 M NaHCO_3_). 20 μl of 5 M NaCl was added and the samples were reverse cross-linked at 65°C for 4 h. Following phenol–chloroform extraction and ethanol precipitation, DNA was incubated at 37°C for 4 h with RNAse (Sigma-Aldrich).

### ChIP-seq library preparation, sequencing, and peak calling

Approximately 10–20 ng of ChIP material was used for library preparation. End repair and adaptor ligation was prepared as described previously with a few modifications (Tessarz et al, 2014). Double-sided size selections (∼200–650 bp) were performed using the MagSI-NGS Dynabeads (#MD61021; MagnaMedics) according to the manufacturer's instructions. Purified adapter-ligated ChIP material was run on a high-sensitivity DNA chip on a 2200 TapeStation (Agilent) to assess size distribution and adaptor contamination.

The samples were single-end deep-sequenced and reads were aligned to the mm10 genome using Bowtie2 (v 2.2.6) (Langmead & Salzberg, 2012). Peak calling was performed using PePr (v 1.1) (Zhang et al, 2014) with peaks displaying an FDR < 10^−5^ considered statistically significant (Table S4). Peak annotation was performed via the ChIP-Enrich (Welch et al, 2014) R package with the following parameters (locusdef = “nearest_gene” and method = “broadenrich”).

Table S4 ChIP-seq peaks.

### ChIP-seq normalisation and metagene analysis

All the ChIP-seq BAM files were converted to bigwig (10 bp bin) and normalised to 1× sequencing depth using deepTools (v 2.4) (Ramirez et al, 2016). Blacklisted mm9 coordinates were converted to mm10 using the LiftOver tool from UCSC and were further removed from the analysis. Average binding profiles were visualised using R (v 3.3.0). Heatmaps were generated via deepTools. For the average profiles in Fig S1C and D, RPKM values from control ES RNA-seq data were divided into four different quantiles and the average profile for each FACT subunit was generated for each quantile. The Pearson's correlation plot in Fig 1A was generated using all unique annotated mm10 RefSeq genes (*n* = 11,305) from UCSC (blacklisted regions were removed).

### MNase-seq following SSRP1 depletion in mESCs

ES cells were cultured and transfected with shRNA vectors as described above. Biological replicates were obtained from two independent transfection experiments for each shRNA vector. Briefly, ∼5 million cells were cross-linked with 1% formaldehyde for 20 min followed by quenching for 5 min with the addition of glycine to a final concentration of 0.125 M. After washing with PBS buffer, the cells were collected and lysed in cell lysis buffer (5 mM Tris, pH 8.0, 85 mM KCl, and 0.5% NP-40) with proteinase inhibitors (10 μl/ml phenylmethylsulfonyl fluoride, 1 μl/ml leupeptin, and 1 μl/ml pepstatin). Nuclei were gathered by centrifugation (5,000 rpm for 2 min) and were treated with 10 Kunitz units/10^6^ cells of micrococcal nuclease (#M0247S; NEB) for 5 min at 37°C in 40 μl of micrococcal nuclease buffer (#M0247S; NEB). The reaction was stopped with the addition of 60 μl 50 mM EDTA, 25 μl 5 M NaCl, and 15 μl 20% NP-40 and incubated on a rotator for 1 h at room temperature to release soluble nucleosomes. The samples were centrifuged for 5 min at 10,000 *g* and the supernatant was transferred to a new tube. This centrifugation step is important to obtain highly soluble nucleosomes and remove nucleosome–protein complexes, which can raise bias in subsequent data interpretation (Carone et al, 2014) (Fig S7). The samples were reverse cross-linked by incubating overnight at 65°C with 0.5% SDS and proteinase K. Following phenol–chloroform extraction and ethanol precipitation, DNA was incubated at 37°C for 4 h with RNAse (Sigma-Aldrich). All samples were run in a 2% agarose gel and fragments <200 bp were extracted and purified using the NucleoSpin Gel and PCR Clean-up kit (Macherey-Nagel) according to the manufacturer's instructions.

**Figure S7.**
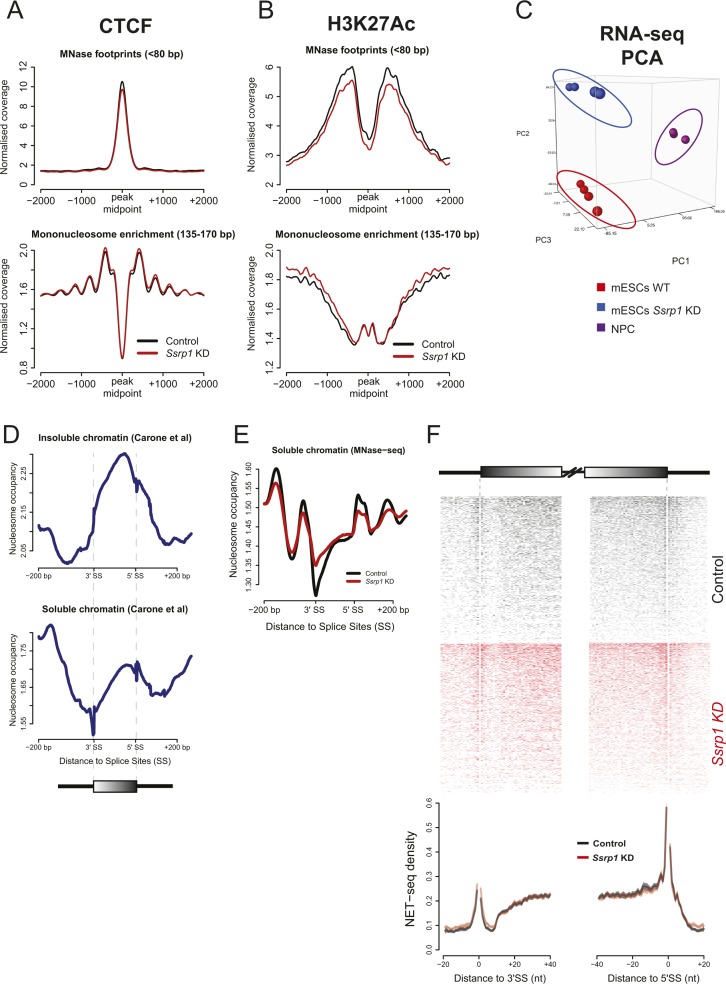
Quality control assessing MNase-/NET-seq integrity. **(A)** CTCF peak midpoints were used as a reference and nucleosome occupancy for short (<80 bp) and long (135–170 bp) MNase footprints was plotted. **(B)** Same as (A) but for H3K27Ac. Both nucleosome profiles over CTCF and H3K27Ac sites are consistent with previous studies (Teif et al, 2012; Carone et al, 2014). **(C)** PCA plot showing clustering of different replicates (RNA-seq) presented in this article. **(D)** MNase-seq datasets of soluble (higher intron occupancy) and insoluble (higher exon occupancy) chromatin retrieved from Carone et al (2014). **(E)** Mean nucleosomal density (207,232 exons) of our insoluble MNase-seq dataset. The soluble nucleosome profile in “C” is highly consistent to our MNase-treated samples for both conditions where nucleosomal occupancy on introns is similar or higher compared with the exons. Identical occupancy has also been observed by chemical mapping of nucleosomes (Voong et al, 2016). **(F)** NET-seq heatmaps and density plots over 41,356 exons with the highest Pol II coverage. Solid lines on the NET-seq meta-exon plots indicate the mean values, whereas the shading represents the 95% confidence interval.

Purified DNA (500 ng) was used for library preparation as described above. The only difference was the PCR amplification step where we used the same conditions as mentioned in Henikoff et al (2011) but with only three amplification cycles. Libraries were verified using a 2200 TapeStation and were paired-end deep-sequenced (∼250 million reads per sample). For quality checks and reproducibility, please refer to Fig S7.

### MNase-seq normalisation and metagene analysis

All the MNase-seq BAM files were converted to bigwig, binned (1 bp), smoothed (20-bp window), and normalised to 1× sequencing depth using deepTools (v 2.4). Moreover, they were split into two different categories according to fragment length: <80 bp TF-sized fragments and 135–170 bp mononucleosome fragments. Average nucleosome occupancy profiles were visualised using R (v 3.3.0). For the Fig S7D and E, the mm10 annotated exon list for mononucleosomal profiling was obtained from UCSC.

### ATAC-seq following SSRP1 depletion in mESCs

ES cells were cultured and transfected with shRNA vectors as described above. Biological replicates were obtained from two independent transfection experiments for each shRNA vector. ATAC-seq was performed on 50,000 cells as previously described (Buenrostro et al, 2013). All samples were PCR amplified for nine cycles and were paired-end sequenced on an Illumina HiSeq 2500 platform.

### ATAC-seq normalisation and metagene analysis

Sequenced paired mates were mapped on mm10 genome build using Bowtie2 with the following parameters: –X 2000. Reads corresponding to NFRs were selected via a random forest approach using the “ATACseqQC” R package. All the ATAC-seq BAM files were converted to bigwig, binned (1 bp), and normalised to 1× sequencing depth using deepTools (v 2.4). Duplicated reads were removed. Chromatin accessibility profiles were visualised using R (v 3.3.0).

### Mass spectrometry sample preparation and analysis

Nuclei were isolated from ∼5 million ES cells under hypotonic conditions and the samples were incubated overnight at 4°C with an anti-H3K4me3 antibody (#39159; Active Motif) in the presence of low-salt binding buffer (150 mM NaCl, 50 mM Tris–HCl, pH 8.0, and 1% NP-40), protease inhibitors, and Protein G Dynabeads (Invitrogen). The following day, after several rounds of bead washing with binding buffer, the samples were incubated overnight at 37°C with Tris, pH 8.8, and 300 ng Trypsin Gold (Promega). In total, four samples were prepared for each condition (control and *Ssrp1* KD). For the full protein interactome of both FACT subunits, nuclei were extracted as descripted above, and anti-Ssrp1 and anti-Supt16 antibodies were used. Peptides were desalted using StageTips (Rappsilber et al, 2003) and dried. The peptides were resuspended in 0.1% formic acid and analyzed using liquid chromatography—mass spectrometry (LC-MS/MS).

### LC-MS/MS analysis

For mass spectrometric analysis, the peptides were separated online on a 25-cm 75 μm ID PicoFrit analytical column (New Objective) packed with 1.9 μm ReproSil-Pur media (Dr. Maisch) using an EASY-nLC 1000 (Thermo Fisher Scientific). The column was maintained at 50°C. Buffer A and B were 0.1% formic acid in water and 0.1% formic acid in acetonitrile, respectively. The peptides were separated on a segmented gradient from 5% to 25% buffer B for 45 min, from 25% to 35% buffer B for 8 min, and from 35% to 45% buffer B for 4 min at 200 nl/min. Eluting peptides were analyzed on a QExactive HF mass spectrometer (Thermo Fisher Scientific). Peptide precursor mass to charge ratio (*m*/*z*) measurements (MS1) were carried out at 60,000 resolution in the 300 to 1,500 *m*/*z* range. The top 10 most intense precursors with charge state from two to seven only were selected for HCD fragmentation using 27% collision energy. The *m*/*z* of the peptide fragments (MS2) were measured at 15,000 resolution, using an AGC target of 1e6 and 80 ms maximum injection time. Upon fragmentation, the precursors were put on an exclusion list for 45 s.

### LC-MS/MS data analysis

The raw data were analysed with MaxQuant (Cox & Mann, 2008) (v 1.5.2.8) using the integrated Andromeda search engine (Cox et al, 2011). Fragmentation spectra were searched against the canonical and isoform sequences of the mouse reference proteome (proteome ID: UP000000589, downloaded in August 2015) from UniProt. The database was automatically complemented with sequences of contaminating proteins by MaxQuant. For the data analysis, methionine oxidation and protein N-terminal acetylation were set as variable modifications. The digestion parameters were set to “specific” and “Trypsin/P,” allowing for cleavage after lysine and arginine, also when followed by proline. The minimum number of peptides and razor peptides for protein identification was 1; the minimum number of unique peptides was 0. Protein identification was performed at a peptide spectrum match and protein false discovery rate of 0.01. The “second peptide” option was on to identify co-fragmented peptides. Successful identifications were transferred between the different raw files using the “match between runs” option, using a match time window of 0.7 min. Label-free quantification (LFQ) (Cox et al, 2014) was performed using an LFQ minimum ratio count of 2.

### Identification of co-enriched proteins

Analysis of the LFQ results was carried out using the Perseus computation platform (Tyanova et al, 2016) (v 1.5.0.0) and R. For the analysis, LFQ intensity values were loaded in Perseus and all identified proteins marked as “Reverse,” “Only identified by site,” and “Potential contaminant” were removed. Upon log2 transformation of the LFQ intensity values, all proteins that contained less than four missing values in one of the groups (control or *Ssrp1* KD) were removed. Missing values in the resulting subset of proteins were imputed with a width of 0.3 and down shift of 1.8. Next, the imputed LFQ intensities were loaded into R where a two-side testing for enrichment was performed using limma (Kammers et al, 2015; Ritchie et al, 2015). Proteins with an adjusted *P*-value < 0.05 were designated as significantly enriched in the control or knockdown (H3K4me3 IP) (Table S5). The complete list of differential protein expression between control and *Ssrp1* KD can be found in Table S6.

Table S5 H3K4me3 IP/mass spectrometry (Ssrp1 KD versus control).

Table S6 Total Proteome for Ssrp1 KD.

### NET-seq library preparation

ES cells were cultured and transfected with shRNA vectors as described above. Biological replicates were obtained from two independent transfection experiments for each shRNA vector. NET-seq libraries were prepared as previously described (Mayer & Churchman, 2016) with a few modifications. Briefly, chromatin-associated nascent RNA was extracted through cell fractionation in the presence of α-amanitin, protease, and RNAase inhibitors. More than 90% recovery of ligated RNA and cDNA was achieved from 15% TBE-Urea (Invitrogen) and 10% TBE-Urea (Invitrogen), respectively, by adding RNA recovery buffer (R1070-1-10; Zymo Research) to the excised gel slices and further incubating at 70°C (1,500 rpm) for 15 min. Gel slurry was transferred through a Zymo-Spin IV Column (C1007-50; Zymo Research) and further precipitated for subsequent library preparation steps. cDNA containing the 3′ end sequences of a subset of mature and heavily sequenced snRNAs, snoRNAs, and rRNAs were specifically depleted using biotinylated DNA oligos (Table S7). Oligo-depleted circularised cDNA was amplified by PCR (five cycles) and double-stranded DNA was run on a 4% low melt agarose gel. The final NET-seq library running at ∼150 bp was extracted and further purified using the ZymoClean Gel DNA recovery kit (Zymo Research). Sample purity and concentration was assessed in a 2200 TapeStation and further deep sequenced in a HiSeq 2500 Illumina Platform (∼400 million reads per replicate).

Table S7 Depletion Oligos for mouse NET-seq.

### NET-seq analysis

All the NET-seq FASTQ files were processed using custom Python scripts (https://github.com/BradnerLab/netseq) to remove PCR duplicates and reads arising from RT bias. Reads mapping exactly to the last nucleotide of each intron and exon (splicing intermediates) were further removed from the analysis. The final NET-seq BAM files were converted to bigwig (1 bp bin), separated by strand, and normalized to 1× sequencing depth using deepTools (v 2.4) with an “–offset 1” to record the position of the 5′ end of the sequencing read. NET-seq tags sharing the same or opposite orientation with the TSS were assigned as “sense” and “antisense” tags, respectively. Promoter-proximal regions were carefully selected for analysis to ensure that there is minimal contamination from transcription arising from other transcription units. Genes overlapping within a region of 2.5 kb upstream of the TSS were removed from the analysis. For the NET-seq metaplots, genes underwent several rounds of k-means clustering to filter regions; in a 2-kb window around the TSS, rows displaying very high Pol II occupancy within a <100-bp region were removed from the analysis as they represent non-annotated short noncoding RNAs. Average Pol II occupancy profiles were visualised using R (v 3.3.0). In Fig 4B, the proximal promoter region was defined as −30 bp and +250 bp around the TSS. For Fig 4A and B, gene body coverage was retrieved by averaging all regions (FACT-bound and non–FACT-bound) +300 bp downstream of TSS and −200 bp upstream of transcription end site. Comparison of the two linear regressions was performed by calculating the *z*-score by the following equation:

$$z=\frac{\beta_{1}-\beta_{2}}{\sqrt{s_{\beta_{1}}^{2}+s_{\beta_{2}}^{2}}}$$

where β and $s_{\beta }$ represent the “slope” and the “standard error of the slope,” respectively. *P-*value was calculated from the respective confidence level yielded by the *z*-score.

### Immunofluorescence and confocal microscopy

Early NPCs were generated and *Ssrp1* levels were knocked down as described above. The cells were fixed with 100% ethanol for 10 min and processed for immunofluorescence. Permeabilization and blocking was performed for 1 h at room temperature with 1% BSA and 0.1% NP-40 in PBS. Incubation with primary antibodies was carried at room temperature for 2 h by using rabbit anti-β3-tubulin (1:300; Cell Signaling) and mouse anti-MAP2 (1:300; Millipore). After washing in blocking buffer, the secondary antibodies anti-rabbit and anti-mouse Alexa Fluor 568 (1:1,000; Life Technologies) were applied for 2 h at room temperature. Slides were extensively washed in PBS and nuclei were counterstained with DAPI before mounting. Fluorescence images were acquired using a laser scanning confocal microscope (TCS SP5-X; Leica), equipped with a white light laser, a 405-diode UV laser, and a 40× objective lens.

### Gene ontology analysis

All GO terms were retrieved from the metascape online platform (http://metascape.org/).

### Accession numbers and references of publicly available datasets

H3K4me3, H3K27me3, Pol II S5ph, H3K4me1, H3K27Ac, and CTCF (ENCODE Consortium—E14 cell line); Chd1 and Chd2 (de Dieuleveult et al, 2016): GSE64825; p53 (Li et al, 2012): GSE26360; and Pol II S2ph (Brookes et al, 2016): GSM850470. Data generated in this study have been deposited in Gene Expression Omnibus (GEO) under accession number GSE90906 (ChIP-seq, RNA-seq, chrRNA-seq, MNase-seq, ATAC-seq, and NET-seq).

## Supplementary Information

Supplementary Information is available at https://doi.org/10.26508/lsa.201800085.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

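The samples are mouse ES cells of the E14 line, control or with *Ssrp1* knock-down, early-stage NPCs, and ChIP-seq of SSRP1 and SUPT16. Used were RNA-seq values of 4 control and 4 KD libraries of the set with spike-ins, the authors' deposited tables of KD against control, of NPCs (3 libraries) against mESCs, and of exon usage, the peak lists, and chromatin RNA counts of 2 libraries. Conditions were taken from the sample labels and the methods. MNase-seq, ATAC-seq, NET-seq, mass spectrometry, imaging, qPCR, and intron retention were not analysed here.

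The RNA-seq signal per library was made by the authors with STAR, mm10, and featureCounts. It is deposited in a scaling labelled library size, whose sums differ between the groups, and in a scaling labelled spike-in. Spike-in rows themselves were not used here, so the deposited spike-in scaling stood for that alternative. The log2 fold changes and log2 average expression were computed by the authors with TMM factors and limma. Each p-value and FDR was computed by the authors with limma, diffSplice for exons, and Benjamini-Hochberg adjustment. The score column of these deposited tables is limma's moderated statistic and was used only to read the tables. Each count of chromatin RNA is deposited raw, and its aligner is not given in the sources used here. Peaks were called by the authors with PePr and assigned to genes with ChIP-Enrich.

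Reads per library were recovered from the step between values, and 100% of values were whole reads within 0.1. They were 6680919, 4888173, 4602278, and 6391046 in control replicates 1 to 4 and 9433193, 19856032, 18262526, and 19615599 in KD replicates 1 to 4, so that 1 read was worth 0.136 in control replicate 1 and 0.0580 in KD replicate 4. No library duplicated another (chi-square per degree of freedom between replicates 1.88 to 6.63).

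The library-size values of 15384 genes were tested as log2(value + 0.5) with limma 3.58.1 (trend), at an absolute log2 fold change above 1 and an adjusted p below 0.01. Alternatives used edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, other pseudocounts (0.1 and 2), filters, scalings by TMM, size factors, spike-ins, and quantiles, no trend, limma's treat, a loess correction of the KD values for exon length followed by a new fit, a replicate block, and each library left out. On simulated data with 200 changed genes among 15381, all 3 tools recovered 100% of them with 0 false calls. The changed genes were raised and lowered in equal number, by medians of 1.99 and -1.88 in limma, and the weakest genes were left unchanged. The simulation held no floor that grows with exon length, so it does not test the calls among weakly expressed genes. The gene lists were p53 targets, hypoxia and glycolysis, Nodal signalling, pluripotency, neural progenitor and neuron, epithelial and trophectoderm, mesoderm and endoderm, interferon response, and proteasome subunits. They were tested with fry, and with camera as alternatives.

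Genes were named by rule: every gene the paper names in its results text, figure labels, or intron retention primers that has a value, and the 5 largest rises and 5 largest falls among called genes with a symbol whose groups do not overlap. For exons, the 3 smallest FDRs of each sign were named. The rule and the lists were written after the figures and the first genes of Table S1 had been seen. Peaks were compared with protein-coding transcripts of the GENCODE basic annotation of GRCm38, with a TSS window of 1000 bp and an overlap of at least 1 bp. RefSeq genes of GRCm38 served to check the assembly. Genes of the authors' table overlapped their RefSeq gene on the same chromosome in 99.97% of 14143 cases. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, and matplotlib 3.10.9, and R 4.3.3 were used.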

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

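The tests on DNA reads, nuclear RNA, depth of the control libraries, chromosome 8, and chance were written down before their results were seen. The tests on a length trend, the knock-down itself, the authors' other libraries, the spike-in depth, and the X chromosome were chosen only after the result was seen.

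In each group of 4 libraries, a library far from the others by Dixon's test was looked for in 51 measures (reads, values of named genes, and means of gene lists). Of 102 groups tested, 8 held such a library. Chance gives about 1 in 20 groups, or 5.1 here, so most of the following may be chance, and for none of them was a biological explanation tested. With the labels exchanged between libraries, 1 of 35 splits, the real one, gave as many differentially expressed genes. This is the smallest share that 35 splits allow, so it does not exclude chance. The other splits mix control and KD libraries, which widens the spread within their groups.

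KD replicate 1 had 9433193 recovered reads, against 18262526 to 19856032 in the other KD libraries. This is a difference in depth. Without it, 4360 genes were called, against 4405 with it.

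*Tubb3* had a value of 25.7 in control replicate 1, against 35.3 to 37.0 in the other control libraries. *Dvl1* had 38.1 in control replicate 1, against 43.4 to 44.0, and 71.8 in KD replicate 3, against 80.6 to 82.3. For both genes, all KD libraries stayed above all control libraries. The mean log2 value of the pluripotency list was 6.28 in control replicate 2, against 6.19 to 6.21 in the others.

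*Rnu3a* had 69.2 in KD replicate 4, against 77.5 to 77.9 in the others. *4930467E23Rik* had 1.68 and *Gm21119* had 2.20 in KD replicate 4, against 0.124 to 0.352 in the other KD libraries for each gene. These genes have near-identical copies, so reads shared between copies were not told apart from a change of each gene, and the 2 last values are one finding rather than 2 independent ones.

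The paper reports no values scaled to the spike-ins. Under that scaling the median log2 fold change of all genes was 0.95, so most genes were higher in KD. The ratio of the spike-in to the library-size scale was 0.672, 0.598, 0.671, and 0.895 in control replicates 1 to 4 and 0.921, 1.85, 1.62, and 1.50 in KD replicates 1 to 4. If sequencing depth set this ratio, the shallowest KD library should fall towards the control libraries. It did, at 0.921 beside a highest control of 0.895, but this is 1 library, and depth and knock-down differ between the same groups, so deeper sequencing, unequal addition of spike-in RNA, and more RNA per cell cannot be told apart. A rise of total RNA after the KD stays open as a biological explanation and was not tested.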

How the results depend on the processing

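The alternatives were set before the data were examined, except for the subtraction of a floor per kb, thinned KD reads, gene lists under other scalings, peaks without chromosome 8, average expression of the authors' table, the authors' KD calls without a limit, and binding with a library left out. These, and the tests of the length trend and of the authors' other libraries, were chosen only after the data were seen. Of 1227 values for 65 results under alternatives, 1137 kept direction and side of the threshold of their test or stayed within the spread (counts within 1.5 times), 32 became weaker, 7 stronger, 29 moved, and 22 reversed. The fit after loess, set in advance, was corrected after the values had been seen, since it had kept the p-values of the uncorrected fit. The cause was not tested unless stated. The filter on low values and the NPC threshold of 0.05 removed or added no gene, so they say nothing about stability. TMM scaling moved the median log2 fold change of all genes only from -0.035 to -0.048, so it says little about stability.

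Main counts were 4405 differentially expressed genes, 1242 up and 3163 down. The scaling to the spike-ins gave 8476 (7394 and 1082), the adjusted p alone 11192 (5447 and 5745), and limma's treat against 1 gave 2097 (517 and 1580). Quantile normalisation gave 1656 down, and the floor 1942 up and 1936 down. With a library left out, totals were 4254 to 4635, up 1210 to 1316, and down 3044 to 3331. Up-regulated genes made up 28.2% of calls, but 87.2% under the spike-ins, 47.8% under quantile normalisation, 42.3% after loess, 50.1% after the floor, and 48.7% by adjusted p alone. The median of all genes shifted to 0.95 under the spike-ins, 0.20 after loess, and 0.23 after the floor. Of the genes called, 2324 were also called under the spike-ins, 2169 under quantile normalisation, 3331 after loess, and 3188 after the floor.

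Control libraries held fewer reads (median 5639610) than KD libraries (18939062). With KD reads thinned to the control depth, 4467 genes were called.

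Of 891 values for 39 named genes, 855 kept direction and side of the adjusted p limit of 0.01, whatever the fold change, 21 became weaker, 4 stronger, and 11 reversed. Reversed under the spike-ins were *Tfap2c* (0.72), *Nes* (0.65), *Map4k2* (0.34), *Rfx5* (0.55), and *Fhod1* (0.17), and after loess *Tfap2c* (0.0095) and *Nes* (0.22). The log2 fold change of Men1 reversed under quantile normalisation (-0.194) and without control replicate 3 (-0.015) or 4 (-0.00788), and *Fuz* without control replicate 4 (-0.031). Neither was past the threshold with all libraries. Weaker were *Supt16* under quantile normalisation, *Pax6* and *Map2* under it, the spike-ins, and the floor, *Wipf2* and *Tcirg1* under the spike-ins, *Nes* after the floor, *Tfap2c* after the floor, without control replicate 4, and with thinned KD reads, and *Rfx5* under 8 alternatives. *Nanog*, *Pou5f1*, *Sox2*, *Dppa5a*, *Ctsa*, and *Wipf2* fell below the fold change limit under quantile normalisation, *Map2*, *Polr2i*, and *Wipf2* after loess, *Map2* and *Wipf2* with a pseudocount of 2, and *Wipf2* without control replicate 3 and after the floor. *Supt16*, *Klf4*, *Stat3*, and *Dvl1* rose above it under the spike-ins and after loess, and *Dvl1* after the floor. With a library left out, *Men1* ranged from -0.0147 to 0.104 and *Fuz* from -0.0306 to 0.124.

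Of 9 gene lists, 8 passed. Camera with estimated correlation, which widens the error by its construction, left 1, pluripotency (FDR = 0.0155), and spike-in scaling 4. With estimated correlation the medians stayed, but p53 targets (-0.41, FDR = 0.615), hypoxia and glycolysis (1.31, 0.138), Nodal signalling (0.74, 0.072), epithelial (-0.69, 0.161), mesoderm and endoderm (-1.46, 0.161), interferon response (0.16, 0.924), and proteasome (0.65, 0.21) no longer passed. With preset correlation, of the 8 lists that had passed only the interferon list (0.16, FDR = 0.925) failed. The neural list again did not pass (FDR = 0.788). Under the spike-ins the medians were 0.61 for p53 targets (test up), 0.34 for epithelial (test down), -0.54 for mesoderm and endoderm, 1.15 for interferon (test up), and 0.52 for neural genes (test up). Interferon genes turned up under quantile normalisation (0.24) and after the floor (0.22). Neural genes, not past the threshold (-0.47), changed the direction of their test without control replicate 2 (-0.46) and without control replicate 3 (-0.39), after size factors (-0.44), under quantile normalisation (0.038, FDR = 0.00138), and after the floor (0.51, FDR = 9.77e-06). Their median stayed between -0.57 and -0.39 with a library left out. For the lists, 1 of 35 splits of the libraries, the real one, gave as many past the threshold. This is the smallest share that 35 splits allow, and the other splits mix control and KD libraries, so chance is not excluded.

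The share of SUPT16 peaks over SSRP1 peaks (47.0%) was 40.4% with at least 50% of the peak shared, 61.6% for peaks of at least 500 bp, and 45.1% without chromosome 8. For SSRP1 peaks (16.2%) it was 9.00% at that limit. The odds ratio of binding among up-regulated genes (1.48) was 1.12 (p = 0.0685, Mantel-Haenszel test, n = 15384 genes) on a background matched on expression. Without such matching it was 1.92 with peaks of at least 500 bp, 1.91 with peaks of both subunits, and 1.13 with the authors' calls. The correlation of binding and change (0.106) was 0.248 with the covered share and 0.0737 after the floor.

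Exons past the threshold (434) were 1258 at an FDR of 0.05, where the deposited table leaves no other exons to compare, and 173 with a fold change limit. The odds ratio of the NPC overlap (1.12, 202 genes) was 0.970 (62) at an NPC log2 fold change above 2, 2.00 (317) with the authors' KD calls, 1.31 (348) after the floor, and 2.17 (341) with the authors' calls and no limit. With a library left out it was 1.09 to 1.17 (p = 0.0615 to 0.27, Fisher's exact test). Chromatin and total RNA correlated at 0.305 in bound and 0.111 in unbound genes, at 0.655 and 0.607 with at least 1 count, and at 0.277 to 0.321 and 0.0650 to 0.145 with a replicate left out, the lowest without replicate 2.

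A block for replicate number, run as if equal numbers were paired, gave 1242 up, 3163 down, and 8 lists. Libraries of equal number had correlations of 0.0175, -0.0154, -0.0570, and -0.0224, so the numbers do not pair them.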

Differences from the paper's values

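The values per library come from the spike-in set and the authors' deposited table from other libraries, as far as the control means tell, so fold changes of single genes are those of different cultures. Tests of these differences are given under other observations and were chosen only after the result was seen.

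The paper reports 1,655 down-regulated genes, and the values per library gave 3163. Of the alternatives set before the data were examined, a pseudocount of 2 (2389), genes above 1 in all 8 libraries (2303), quantile normalisation (1656), and limma's treat (1580) came within 1.5 times of the paper's value. The spike-ins (1082), loess (2517, with a fit corrected after the values had been seen, before which it came within 1.5 times), TMM (3197), size factors (3088), a pseudocount of 0.1 (3369), no trend (3142), edgeR (3443), DESeq2 (3364), the replicate block (3163), no filter (3163), the adjusted p alone (5745), and each library left out (3044 to 3331) did not. Subtraction of a floor per kb, chosen after seeing the values, gave 1936 and drops 674 of the 1552 genes the paper calls down-regulated among the genes in both.

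The paper reports 149 included exons, and the authors' deposited exon table holds 259 with a positive fold change at the paper's threshold. None of the alternatives set before the data were examined came within 1.5 times (621 at an FDR of 0.05, 85 with a fold change limit, and 259 with larger peaks). The sign convention behind included was taken as positive, which is not given in the sources used here. With the signs exchanged the values would be 175 and 259.

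Fig 2D shows about 460 down-regulated genes with SSRP1 coverage, read by eye, and the values per library gave 774. Of the alternatives set before the data were examined, the authors' calls (487) came within 1.5 times, and peaks of at least 500 bp (281) and binding by both subunits (184) did not. Subtraction of the floor, chosen after seeing the values, also gave 487 and drops 233 of 468 such genes called by the authors.

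Fig 5B shows an overlap of about 340 genes, read by eye, and the values per library gave 202. Of the alternatives set before the data were examined, the authors' KD calls (317) came within 1.5 times, and no limit on average expression (204), an NPC adjusted p of 0.05 (202), an NPC log2 fold change above 2 (62), a matched background (202), and each library left out (up to 212) did not. The authors' KD calls without a limit on average expression, chosen after seeing the values, gave 341, which is close to the number read from the figure, being the authors' own calls. Subtraction of the floor, also chosen after seeing the values, gave 348 and drops 132 of those 341 genes.

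For 13 of 15 genes of Table S1 (a copy of which only 1179 genes were read) the log2 fold change differs by more than the replicate spread. Its sign is the same for all 15, while its size is smaller than the paper's for some and larger for others. *Pou5f1* and *Tubb3* do not differ. The paper's value and that of the values per library are -3.53 and -3.15 for *Ssrp1*, 3.21 and 1.40 for *Egr1*, -5.92 and -4.39 for *Krt15*, -4.56 and -3.68 for *Krt14*, and -1.14 and -0.29 for *Tfap2c*. They are 1.251 and 1.05 for *Nanog*, 1.12 and 1.28 for *Sox2*, 3.98 and 3.34 for *Pdk1*, 4.03 and 3.59 for *Lefty1*, 4.45 and 3.31 for *Lefty2*, 1.52 and 1.84 for *Dppa5a*, 2.07 and 2.52 for *Psmb6*, and -1.84 and -1.33 for *Tcirg1*. Of the alternatives set before the data were examined, quantile normalisation came within the spread for *Ssrp1* (-3.46), *Lefty1* (4.03), and *Psmb6* (2.10), loess for *Pdk1* (3.83) and *Dppa5a* (1.45), spike-in scaling for *Lefty2* (4.30), and a pseudocount of 0.1 (-4.17), edgeR (-4.01), and DESeq2 (-3.998) for *Krt14*. No other alternative did for these genes, and none did for *Egr1*, *Krt15*, *Tfap2c*, *Nanog*, *Sox2*, and *Tcirg1*.

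The paper labels *Tfap2c* as down-regulated. With -0.29 it was called here only by the adjusted p alone (adjusted p = 0.00251 from limma with Benjamini-Hochberg adjustment), and under no other alternative set before the data were examined. The paper states that the genes shared by NPCs and KD go beyond chance. In the values per library the odds ratio was 1.12 (p = 0.167), while the authors' KD calls gave 2.00 (p = 2.53e-21). Subtraction of the floor, chosen after seeing the values, gave 1.31 (p = 5.36e-05, Fisher's exact test) in the values per library. The share of up-regulated genes was 17.7%, against 26.6% with the authors' KD calls. The paper states that FACT mRNA and pluripotency factors are unchanged in NPCs. In the authors' deposited NPC table *Supt16* (-0.06), *Sox2* (-0.12), and *Pou5f1* (0.05) are not separated from 0, while *Ssrp1* is higher by 0.47 (adjusted p = 5.59e-10 from limma with Benjamini-Hochberg adjustment) *Nanog* has -0.42, and *Klf4* (1.05) and *Stat3* (1.10) are higher. The 21 pluripotency genes in that deposited table of the authors have a median of -0.12 with 10 higher in NPCs. A median over genes that go both ways cannot show whether single factors are unchanged, so it does not decide this.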

Other observations

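The tests on DNA reads, nuclear RNA, and depth for weakly expressed genes, and those on chromosome 8, were planned before their results were seen. The tests on a length trend, the knock-down itself, the authors' other libraries, the correlation after a floor, the X chromosome, and the levels near the floor were chosen only after the result was seen.

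Weakly expressed genes were lower in the KD libraries of the spike-in set, and more so the longer their exons. Over 5 classes of expression in the authors' deposited table, the median log2 fold change was -1.07 in the lowest and -0.29, 0.09, 0.29, and 0.44 in the others. In the lowest, over 4 classes of exon length, it was -0.18, -0.92, -1.28, and -1.995. With KD reads thinned to the control depth the last was -1.996, which argues against depth. After loess correction the lowest class of expression stayed at -0.92 (-0.919), which argues against a length trend shared by all genes. The control excess per kb was 0.667 times as high where chromatin RNA was highest as where it was lowest, which argues against unspliced nuclear RNA. The class of longest exons had a median of -0.27 (-0.269) in the authors' deposited table, which argues against the knock-down itself as the whole cause. Reads of genomic DNA predict an excess on the X chromosome near 50% of that on autosomes, if the cells are male. That E14 cells are male was assumed, as the sample labels do not give the sex. The X-linked excess was 0.264 times the autosomal one (95% interval 0.158 to 0.399, 119 and 2693 genes), lower than on autosomes as predicted and below that share. After subtraction of the floor per kb the class of longest exons still had a median of -1.40 and the lowest class of expression -0.41, which argues against a floor of that size as the whole cause. Under quantile normalisation the lowest class of expression was at -0.037. DNA reads in the control libraries stay open as a candidate explanation for part of the pattern. The 5th percentile of value per kb on X over autosomes was 0.520 in control and 0.857 in KD. The floor per kb was 0.901, 1.31, 1.38, and 1.10 in control replicates 1 to 4 and 0.181 to 0.199 in KD. As every control library differs from every KD library in it, a batch of library preparation cannot be excluded, and no batch is given in the sources used here.

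Fold changes of the values per library and of the authors' deposited table had a Pearson's R of 0.561 in the lowest class of expression and 0.799, 0.884, 0.911, and 0.899 in the others. The control mean implied by the authors' table had an R of 0.999 with the wild-type mean implied by their NPC table and of 0.909 with the control libraries of the values per library. This is consistent with the authors' table having been made from other libraries. After subtraction of the floor, R over all genes was 0.700, against 0.640, so DNA reads may add to the difference. Quantile normalisation gave 0.726, so the rise is not specific to the floor.

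Chromosome 8 held 1151 SSRP1 peaks, or 8.89 per Mb, against 2.18 to 6.76 on the other autosomes, and 423 SUPT16 peaks. The share of its expressed genes with a SSRP1 peak was 55.6%, against 27.0 to 47.9%, so a larger number of gene loci is not the reason. Extra copies of chromosome 8, which could raise its reads, cannot be told apart from more binding. The control excess per kb on chromosome 8 was 1.20 times that of other autosomes (95% interval 1.04 to 1.35), in other cultures than those of the ChIP-seq and with DNA reads only presumed. The excess per kb was 1.71 on chromosome 8, but also 1.69 on chromosome 15 and 1.67 on chromosome 6, of whose expressed genes 47.9 and 33.8% carried a SSRP1 peak. No biological explanation was tested.

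The X chromosome held 87 SSRP1 peaks, or 0.509 per Mb, and 5.95% of its expressed genes carried one. Within classes of control expression the odds ratio of binding, X-linked against autosomal genes, was 0.115 (95% interval 0.0814 to 0.164), which argues against lower expression as the reason. The share of X-linked genes bound was 0.221 times the lowest autosomal share. If the cells are male, as assumed above, a single copy gives lower signal and could take peaks below the calling threshold, but without peak heights this cannot be told apart from less binding. No biological explanation was tested.

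Chromatin RNA of mESCs, which the paper lists among its deposited data without showing results, was counted in 2 libraries with 3441643 and 3393923 counts. *Snord49a* held 20.0 and 21.2% of them and *Rn45s* 13.7 and 12.6%, and the 10 highest genes together 69.9 and 67.3%. Across genes with at least 10 counts, Pearson's R with control RNA-seq was 0.305 in 2332 SSRP1-bound genes (Spearman's rho 0.558) and 0.111 in 2263 unbound genes (0.470). Per kb, R was 0.563 and 0.493. The difference between the classes was not tested.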
